# SCHENGEN receptor module drives localized ROS production and lignification in plant roots

**DOI:** 10.15252/embj.2019103894

**Published:** 2020-03-18

**Authors:** Satoshi Fujita, Damien De Bellis, Kai H Edel, Philipp Köster, Tonni Grube Andersen, Emanuel Schmid‐Siegert, Valérie Dénervaud Tendon, Alexandre Pfister, Peter Marhavý, Robertas Ursache, Verónica G Doblas, Marie Barberon, Jean Daraspe, Audrey Creff, Gwyneth Ingram, Jörg Kudla, Niko Geldner

**Keywords:** extracellular diffusion barriers, Casparian strips, lignin, localized ROS production, polarized signaling, Cell Adhesion, Polarity & Cytoskeleton, Development & Differentiation, Plant Biology

## Abstract

Production of reactive oxygen species (ROS) by NADPH oxidases (NOXs) impacts many processes in animals and plants, and many plant receptor pathways involve rapid, NOX‐dependent increases of ROS. Yet, their general reactivity has made it challenging to pinpoint the precise role and immediate molecular action of ROS. A well‐understood ROS action in plants is to provide the co‐substrate for lignin peroxidases in the cell wall. Lignin can be deposited with exquisite spatial control, but the underlying mechanisms have remained elusive. Here, we establish a kinase signaling relay that exerts direct, spatial control over ROS production and lignification within the cell wall. We show that polar localization of a single kinase component is crucial for pathway function. Our data indicate that an intersection of more broadly localized components allows for micrometer‐scale precision of lignification and that this system is triggered through initiation of ROS production as a critical peroxidase co‐substrate.

## Introduction

As in animals, NADPH oxidase‐produced ROS in plants is important for a multitude of processes and the number of NADPH oxidase genes (10 in *Arabidopsis*, called *RESPIRATORY BURST OXIDASE HOMOLOGs, RBOHs, A‐J*) suggests a high complexity of regulation of ROS production in plants. Among its many roles, ROS‐dependent regulation of plant cell wall structure and function is considered to be among its most important (Kärkönen & Kuchitsu, 2015). The cell wall is the nano‐structured, sugar‐based, pressure‐resisting extracellular matrix of plants, and NOXs are thought to be the predominant ROS source in this compartment (also termed apoplast; Kärkönen & Kuchitsu, 2015).

A staggering number of kinases have been shown to regulate plant NOXs and the activation mechanism of NOX‐dependent ROS production is well established, especially in response to microbial pattern recognition by immune receptors (Zipfel, 2014). However, the specific role and direct molecular targets of ROS during microbial pattern recognition have remained elusive (Qi *et al*, 2017). The same applies to the central role of ROS in tip growing cells, such as root hairs or pollen tubes, where ROS is thought to be part of an intricate oscillation of cell wall stiffening and loosening, aimed at allowing cell wall expansion without catastrophic collapse (Monshausen *et al*, 2007; Boisson‐Dernier *et al*, 2013). In this case, ROS is proposed to be important for counteracting cell wall loosening pH decreases, but it is again unclear what direct targets of ROS would mediate cell wall stiffening. Cell wall lignification by apoplastic peroxidases can therefore be considered as the most well‐established role of ROS, where the peroxidases themselves are the direct “ROS targets”, using it as a co‐substrate for the oxidation of mono‐lignols (Liu, 2012; Barbosa *et al*, 2019). In the case of lignification, however, a molecularly defined signaling pathway that induces ROS production during lignification has not been defined. A few years ago, our group identified a specific NADPH oxidase, RBOHF, to be required for the localized formation of lignin in the root endodermis (Lee *et al*, 2013). Lignin is a poly‐phenolic polymer that is generated by the radical coupling of mono‐lignols, oxidized through the action of ROS‐dependent peroxidases, as well as laccases (Liu, 2012). The hydrophobic lignin polymer impregnates the cellulosic cell wall of plants, rendering it unextendible and highly resistant to degradation. Lignin in the root endodermis is deposited in a central, longitudinal band around every endodermal cell. Named Casparian strips (CS), these ring‐like lignin structures fuse into a supracellular network, establishing a tissue‐wide, extracellular diffusion barrier (Fig 1A), analogous to epithelial tight junctions in animals (Geldner, 2013; Barberon & Geldner, 2014). Functionality of this barrier can be easily visualized by a block of penetration of a fluorescent cell wall dye, propidium iodide, into the vasculature (Alassimone *et al*, 2010; Naseer *et al*, 2012). CS localization occurs through the action of CASPARIAN STRIP DOMAIN PROTEINS (CASPs), 4‐TM proteins, which form a highly scaffolded transmembrane protein platform, assembling RBOHF and cell wall peroxidases and other proteins at the Casparian strip domain (CSD; Roppolo *et al*, 2011; Hosmani *et al*, 2013; Lee *et al*, 2013). CSD formation and lignin deposition are coordinated such that the aligned rings of endodermal neighbors’ fuse, leading to a supracellular network that seals the extracellular space between endodermal cells, generating a tissue‐wide diffusion barrier.

**Figure 1:**
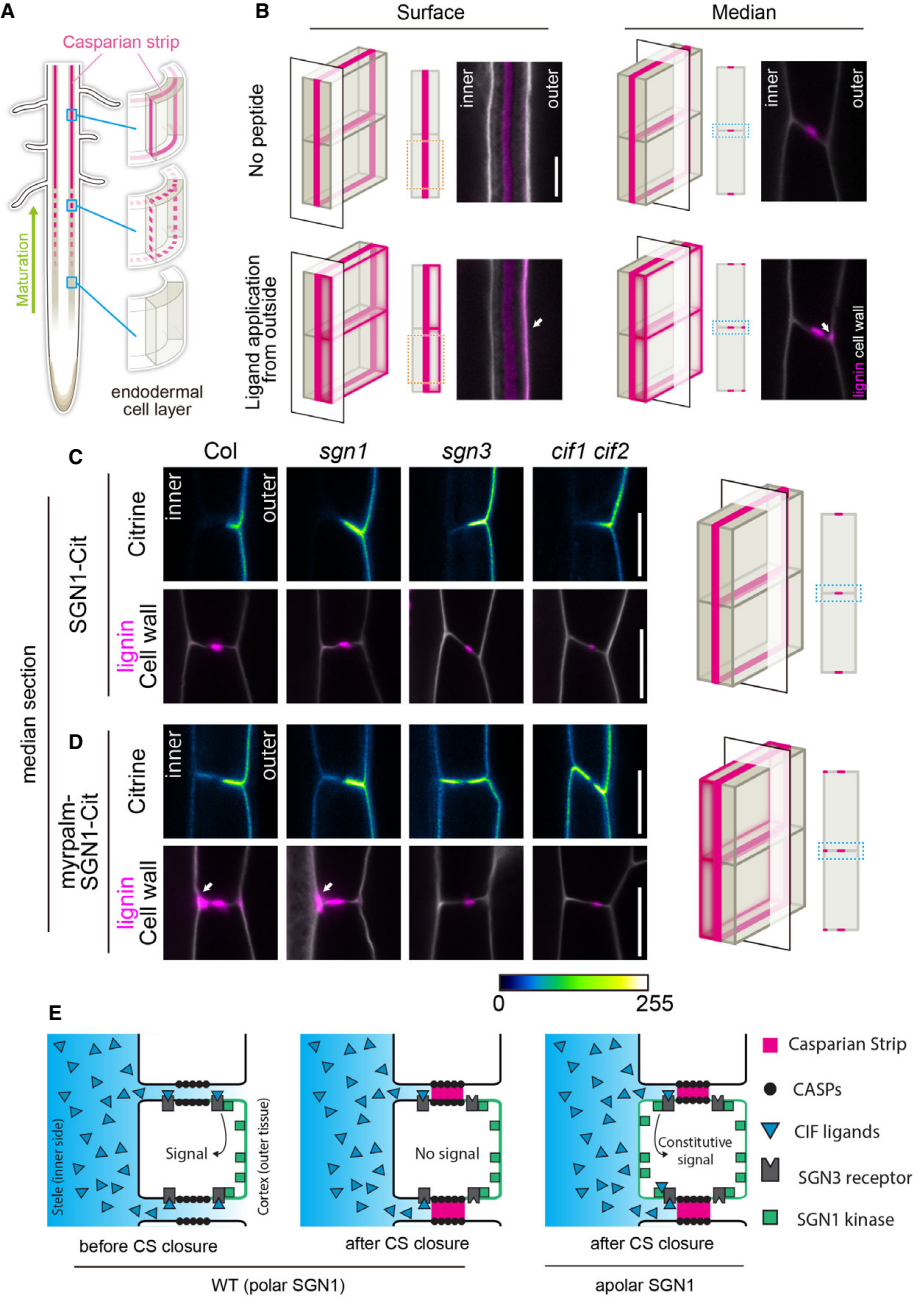
Apolar SGN1 leads to ectopic lignin accumulation in endodermal cells ASchematic of Casparian strip development (magenta). Casparian strips start to appear as centrally aligned discontinuous dots in the endodermal cell layer, progressing into a network of fused rings functioning as a root apoplastic barrier.BLignin accumulation patterns at endodermal surface or median positions with or without the 100 nM CIF2 (Casparian strip integrity factor 2) ligand treatment. Lignin and cellulosic (unmodified) cell walls are stained with Basic Fuchsin and Calcofluor White, shown in magenta and white, respectively. Schematics are indicating the position of optical sections in a 3D illustration. For each condition, at least 10 roots were tested and showed similar results in two independent experiments. White arrows indicate sites of excess lignification on the cortex‐facing (outer) side. Scale Bar = 5 μm.C, DLocalization of SGN1‐Citrine and lignin deposition patterns in *pCASP1::SGN1‐Citrine* lines in wild‐type (Col) and different mutant backgrounds (*sgn1, sgn3, cif1 cif2*) (C). myrpalm‐SGN1‐Citrine localization and lignin deposition patterns in *pCASP1::myrpalm‐SGN1‐Citrine* lines (D). Lignin (Basic Fuchsin) and cell walls (Calcofluor White) are shown in magenta and white, respectively. For this experiment, two or three independent lines were tested. From each transgenic line, 2 positions from 12 roots were observed and representative pictures are shown in the figure. Schematics are indicating the position of optical sections in a 3D illustration. White arrows in (D) highlight excess lignification on the pericycle‐facing (inner) side. Scale bars = 5 μm.ESchematic illustrating how signal activation can be governed by SGN1 localization and peptide ligand diffusion from the stele.Data information: “inner” designates the stele‐facing endodermal surface, “outer”, the cortex‐facing surface.

More recently, we identified a pair of peptide ligands, a leucine‐rich repeat receptor‐like kinase (LRR‐RLK) and a cytoplasmic kinase, whose phenotypes, genetic interaction, and specific subcellular localizations led us to propose that they combine into a barrier surveillance pathway. Previous reports had shown that the CIF1/2 (CASPARIAN STRIP INTEGRITY FACTORs 1/2) peptides are SCHENGEN3 (SGN3) (also called GASSHO1 (GSO1)) ligands and that the SGN1 and SGN3 kinases govern Casparian strip integrity (Pfister *et al*, 2014; Alassimone *et al*, 2016; Doblas *et al*, 2017; Nakayama *et al*, 2017). *cif1 cif2* and *sgn1* and *sgn3* mutants have similar, discontinuous CS, caused by a discontinuous CSD, as well as a conspicuous absence, or strong attenuation, of compensatory lignification and suberization observed in other CS mutants (Hosmani *et al*, 2013; Pfister *et al*, 2014; Kamiya *et al*, 2015; Doblas *et al*, 2017; Kalmbach *et al*, 2017; Li *et al*, 2017). Their phenotypic similarities suggested that these factors act in one pathway. CIF1 and 2 peptides do not express in the endodermis, where the CS is formed, but in the stele. In contrast, both SGN1 and SGN3 present specific localization on the endodermal plasma membrane; SGN3 receptor‐like kinase resides along both sides of the CS, while palmitoylated SGN1 polarly localizes on cortex‐facing (outer) plasma membranes (Pfister *et al*, 2014; Alassimone *et al*, 2016). Remarkably, their localization overlaps only in a small region next to the cortex‐facing side of the CS (Alassimone *et al*, 2016). This would require peptides from the stele to diffuse across the CS in order to access the signaling complex. This is only possible while the CS is still permeable (Doblas *et al*, 2017; Fig 1E).

This pathway would therefore provide a mechanism that allows to probe the tissue‐wide integrity of an extracellular diffusion barrier and to respond to barrier defects through compensatory overlignification (Doblas *et al*, 2017). Here, we demonstrate that the receptor, cytoplasmic kinase, and NADPH oxidase molecularly connect into one pathway, with great resemblance to plant immune signaling pathways, but whose direct action is to locally produce ROS for spatially restricted lignification. We establish the crucial importance of the restricted subcellular localization of its components and demonstrate that stimulation of this signaling pathway additionally leads to strong transcriptional activation of target genes that further drive and sustain endodermal lignification, as well as suberization and endodermal sub‐domain formation and differentiation. We thus provide a molecular circuitry in which an endogenous peptide from the stele stimulates localized signaling kinases and NADPH oxidases in the endodermis, causing extracellular ROS production at micrometer‐scale precision and a precisely localized lignification of the plant cell wall.

## Results

We generated a new *cif1‐2 cif2‐2* double mutant allele by CRISPR‐Cas9 in a pure Col background, because the previous *cif1‐1 cif2‐1* double mutant allele (Nakayama *et al*, 2017) was a mixture of Ws and Col alleles. The new CRISPR allele was complemented by CIF1 or CIF2 application, visualized by PI (propidium iodide) uptake assays or reconstitution of CASP1 membrane domain connectivity (Fig EV1D and E, and Appendix Fig S1A).

**Figure EV1:**
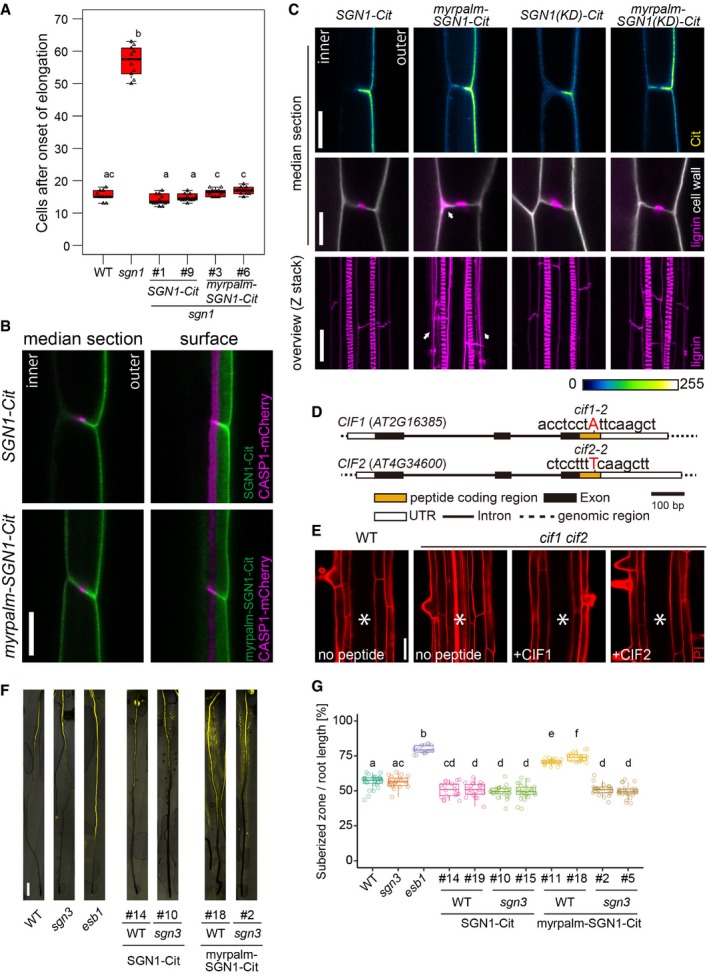
Apolar SGN1 leads to ectopic lignin accumulation in endodermal cells PI penetration assay. Scoring of number of cells after the onset of cell elongation until PI signal is excluded from the inner side of the endodermis (10 roots in total were tested in each condition during two independent assays). In the box plot, boxes are showing ranges from the first to third quartiles, and the bold central lines display median. Upper and lower whiskers extend to the maximum or minimum values no further than 1.5 times IQR. Different letters indicate significant statistical differences (*P* < 0.01, one‐way ANOVA and Tukey test).Localization of CASP1‐mCherry, driven by CASP1 promoter, in *pCASP1::SGN1‐Citrine* or *pCASP1::myrpalmSGN1‐Citrine* transgenic lines. For each crossed line, more than 10 roots were observed and showed similar localization patterns. Scale bar = 10 μm.Localization patterns of SGN1 (WT, kinase dead (KD)), myrpalm‐SGN1 (WT and KD), and lignin deposition patterns in each indicated transgenic line. Arrowheads indicate excess lignification. For this experiment, two independent lines were tested. From each transgenic line, 2 spots from 12 roots were observed and representative pictures are shown. Scale bars are 10 μm in SGN1‐Cit, 5 μm in lignin and cell wall pictures, 20 μm in overview of lignin deposition.One‐base pair insertion sites of *cif1‐2* and *cif2‐2*. Red letters indicate inserted bases in each locus.PI penetration phenotype of the *cif1 cif2* double mutant with or without 100 nM peptide treatment. Seedlings were germinated on the medium with or without peptides. At least five roots were observed in each condition. Asterisks indicate the stele. Scale bar = 40 μm.Whole root views of suberin deposition patterns in polar‐ or apolar‐SGN1 transgenic lines. *esb1* (*enhanced suberin 1*) is shown as a representative oversuberized mutant. Scale bar = 500 μm.Quantification of the ratio of suberized zones and root lengths in each mutant or transgenic line. *esb1* is shown as a representative oversuberized mutant. In the box plot, boxes are showing ranges from the first to third quartiles, and the bold central lines display median. Upper and lower whiskers extend to the maximum or minimum values no further than 1.5 times IQR. Different letters are indicating statistically significant differences (*n* = 16–36 roots, *P* < 0.01, ANOVA and Tukey test).

### Apolar SGN1 kinase leads to constitutive barrier defect signaling

Central to the barrier surveillance model is the polar localization of SGN1, which is thought to limit the potential for signal activation to the cortex side of the endodermis, requiring passage of CIF peptides across the CS region (Fig 1A and E). Consistently, application of peptide ligand to the media, leading to stimulation from the outside, causes overlignification at the cortex‐facing endodermal edges (Fig 1B). In an attempt to falsify the model we had proposed and to interrogate the importance of SGN1 polar localization, we generated a SGN1 variant that localized in an apolar fashion, by adding a myristoylation (myr) and palmitoylation (palm) motifs on the N‐terminus (Vermeer *et al*, 2004). This myrpalm SGN1‐mCitrine (Citrine) variant was expressed under the control of the endodermis‐specific CASP1 promoter, which is strongly active during Casparian strip formation and complemented the *sgn1* barrier phenotype (Fig EV1A). *In planta*, the wild‐type SGN1‐Citrine variant resides polarly on the cortex‐facing side of endodermal cells, while myrpalm SGN1‐Citrine was observed at both sides of the endodermal plasma membranes, even though preferentially accumulation at the cortex side could still be observed (Fig 1C and D). Both variants were excluded from the central position where the Casparian strip domain is formed (Fig EV1B), and the localization patterns of the two variants did not change when introgressed into *sgn1*,* sgn3,* or *cif1 cif2* mutants (Fig 1C and D). An apolar SGN1 localization would allow SGN3 to encounter SGN1 also on the stele‐facing side, not only on the cortex side (Fig 1E). This should lead to constitutive signal activation in the absence of barrier defects, because the CIF peptides would now be able to access a SGN3/SGN1 signaling module on the stele‐facing side without crossing the barrier. Indeed, we found that the apolar SGN1 variant caused both, ectopic lignin deposition and precocious suberization in endodermal cells (Figs 1D and EV1F and G), as previously described for endodermal barrier mutants. Yet, no barrier defect was observed in the lines complemented with apolar SGN1 (Fig EV1A) and, consistently, we found CASP1‐mCherry distribution to be normal in these lines, forming a continuous band in the central position of the endodermal cells, indistinguishable from wild type (Fig EV1B). This indicates that the presence of SGN1 at the plasma membrane to the inside of the CS leads to signaling in the absence of barrier defects. CASP1 promoter‐driven wild‐type SGN1 lines as a control complemented the mutant (Fig EV1A) and did not cause any changes in lignin accumulation pattern (Fig 1C). Interestingly, the apolar SGN1 lines accumulated lignin mainly on the stele‐facing edges of the endodermal cell walls, as opposed to the cortical lignin deposition observed by ectopic ligand treatment (compare Fig 1B with 1D, arrows). The ectopic lignin deposition in apolar SGN1 lines was fully dependent on the presence of receptor and ligand; as in both *sgn3* and *cif1 cif2* mutants, no excess lignification at the stele‐facing side could be observed in apolar SGN1 lines (Fig 1D). This strongly suggests that mislocalized SGN1 does not become constitutively active, but leads to continuous, ectopic transduction of CIF1/2 signals through SGN3. An apolar, but kinase‐dead variant of SGN1 was also unable to induce ectopic lignification (Fig EV1C), suggesting that a phosphorylation relay downstream of SGN1 is necessary for lignification.

### SGN1 is a downstream component of the CIF/SGN3 pathway

Previous data showed that *sgn1* is less sensitive to high doses of externally applied CIF peptide, consistent with a role of SGN1 downstream of the SGN3 receptor (Doblas *et al*, 2017), at least with respect to CIF‐induced excess lignification. In order to address whether SGN1 is indeed a generally required downstream component of the CIF/SGN3 pathway during CS formation, we evaluated whether the *sgn1* mutant is resistant to complementation by CIF2 peptide treatment. In contrast to the full complementation of the discontinuous CS domain of *cif1 cif2* double mutants, the *sgn1* mutant did not show full restoration of domain integrity, neither on 10 nM nor on 100 nM CIF2 medium (Fig 2A, Appendix Fig S1A). While some degree of rescue occurred, only about 50% of discontinuities were rescued. This was corroborated by testing CS functionality using the propidium iodide (PI) assay. Only a weak complementation of barrier formation was observed even when grown on 100 nM CIF2 medium (Fig 2B). Our results indicate that SGN1 functions downstream of CIFs/SGN3, but suggest that additional factors can partially compensate for its absence, most probably homologs of the extended RLCKVII family to which SGN1 belongs.

**Figure 2:**
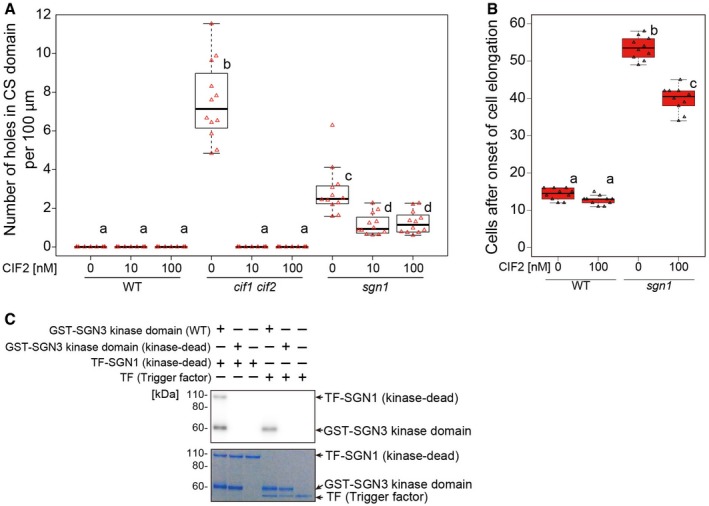
SGN1 acts as a transducer of CIF2 signaling and is phosphorylated by the SGN3 receptor Quantification of defects in CSD formation as number of holes per 100 μm in the CASP1‐GFP domain at around 10 cells after onset of CASP1‐GFP expression in 5‐day‐old seedlings. In the box plot, boxes indicate ranges from first to third quartiles, and the bold central lines display median. Upper and lower whiskers extend to maximum or minimum values no further than 1.5 times IQR (interquartile range, the distance between the first and third quartiles). One‐way ANOVA was performed followed by Tukey's test. Different letters show significant statistical differences (*P* < 0.05, one‐way ANOVA and Tukey's test, 12 roots in total were observed for each condition in two independent assays).Propidium iodide (PI) penetration assay in the presence or the absence of CIF2. CS barrier function was scored as exclusion of PI signal from the inner side of endodermal cells. In the box plot, boxes indicate ranges from first to third quartiles, and the bold central lines display median. Upper and lower whiskers extend to the maximum or minimum values no further than 1.5 times IQR. Different letters show significant statistical differences (*P* < 0.05, one‐way ANOVA and Tukey's test. During two independent experiments, 10 roots in total were tested for each condition).[γ‐^32^P]ATP radioactive *in vitro* kinase assay of SGN3 kinase domain against SGN1. Autoradiograph is shown on top. Coomassie‐stained gel below illustrates presence and equal loading of recombinant proteins. Note that a kinase‐dead SGN1 variant was used to avoid autophosphorylation activity of SGN1. Also note that trigger factor represents a very big tag protein, accounting for the high migration of TF‐SGN1. Representative result of three independent experiments is shown.

We then tested for direct connectivity between SGN3 receptor kinase and SGN1 by carrying out an *in vitro* kinase assay. Some RLCKVII members are reported to be phosphorylated and activated by LRR receptor kinases (Lu *et al*, 2010; Kim *et al*, 2011). A glutathione S‐transferase (GST)‐fused SGN3 kinase domain was incubated with a kinase‐dead form of a trigger factor (TF)‐SGN1 fusion protein—which does not have autophosphorylation activity—in the presence of radioactive ATP. Kinase‐dead TF‐SGN1 was efficiently phosphorylated by SGN3 kinase domain, but not by a kinase‐dead form of SGN3 *in vitro* (Fig 2C, Appendix Fig S1B). This further supports our model that SGN1 is a direct downstream component of the SGN3/CIF pathway.

### Two NADPH oxidases are absolutely required for CIF‐induced lignification in the endodermis

Our generation of an apolar SGN1 thus appears to have reconstituted a functional CIF/SGN3 pathway at the stele‐facing (inner) endodermal surface, causing ectopic lignification in the absence of barrier defects. Yet, the second intriguing aspect of this manipulation is the observation that lignification occurs almost exclusively at the inner endodermal edges (Fig 1D), the side where endogenous CIF peptide must be assumed to be present. External treatment, by contrast, leads to predominant lignification at the outer endodermal edges (Fig 1B). This surprising spatial correlation between the site of signal perception and localized lignification suggests a very direct molecular connection between the two events that would allow to maintain spatial information. In a cell primed for lignification, i.e., with mono‐lignol substrates available and polymerizing enzymes expressed, lignification could be simply “switched on” by activating ROS production through NADPH oxidases. Previously, we had found one of the NOXs, RBOHF, to be crucial for lignification at the CS. Intriguingly, RBOHF is the only transmembrane protein known to accumulate at the Casparian strip domain, safe the CASPs themselves (Lee *et al*, 2013; Fig 3A). Moreover, homologous NADPH oxidases, such as RBOHB or RBOHD, also present in the endodermal plasma membrane, are excluded from this domain (Lee *et al*, 2013; Fig 3A). We therefore asked whether CIF peptides would induce lignification through activation of RBOHF as a downstream component. To our surprise, CIF treatment still led to induced lignification in *rbohF*, despite the fact that RBOHF is strictly required for CS lignification in untreated conditions. Yet, when RBOHD was knocked‐out in addition to RBOHF, a complete absence of lignification upon CIF treatment was observed (Fig 3B). The fact that RBOHD single mutant showed defects neither in developmental CS lignification, nor in CIF‐induced lignification, indicates that RBOHF is required for both processes, but that upon strong stimulation with exogenous CIF peptide application, RBOHD can be additionally used. Indeed, using the general NADPH oxidase inhibitor diphenyleneiodonium (DPI) in short‐term co‐treatment with CIF was also able to fully block CIF‐induced ectopic lignification in wild type with intact Casparian strips, further supporting that NADPH oxidases act downstream in the CIF/SGN3 pathway (Fig EV2A).

**Figure 3:**
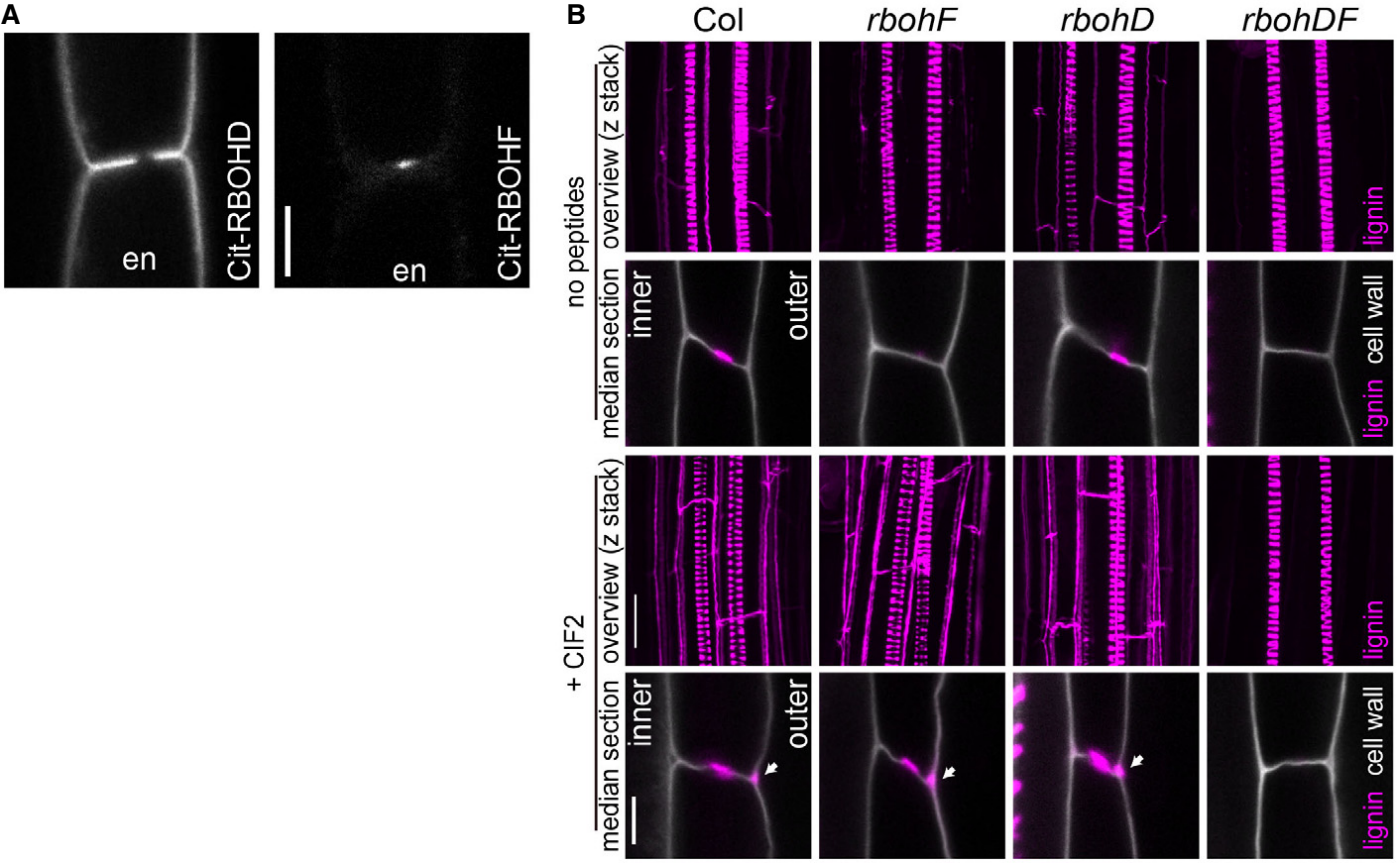
Both RBOHD and F are required for CIF2‐induced excess lignin accumulation Localization of Citrine‐RBOHD (left) or Citrine‐RBOHF (right) in endodermal (en) cells. Both proteins were expressed under the control of pCASP1, an endodermis‐specific promoter. Representative pictures are shown; 2 positions from 10 roots for each transgenic line were inspected. Scale bar = 5 μm.Lignin accumulation in WT and *rbohD and rbohF* single mutants and a double mutant with or without 2‐h 100 nM CIF2 peptide treatment. Arrowheads indicate excess lignification. Pictures are shown as overviews (maximum projection) or median sections. Lignin and cell walls are shown with magenta (stained with Basic Fuchsin) and gray (stained with Calcofluor White), respectively. Representative pictures are shown; 12 roots (overview) and 2 positions in 12 roots (median section) were inspected. Scale bars = 20 μm (lignin overviews), 5 μm (median sections). “inner” designates the stele‐facing endodermal surface, “outer”, the cortex‐facing surface.

**Figure EV2:**
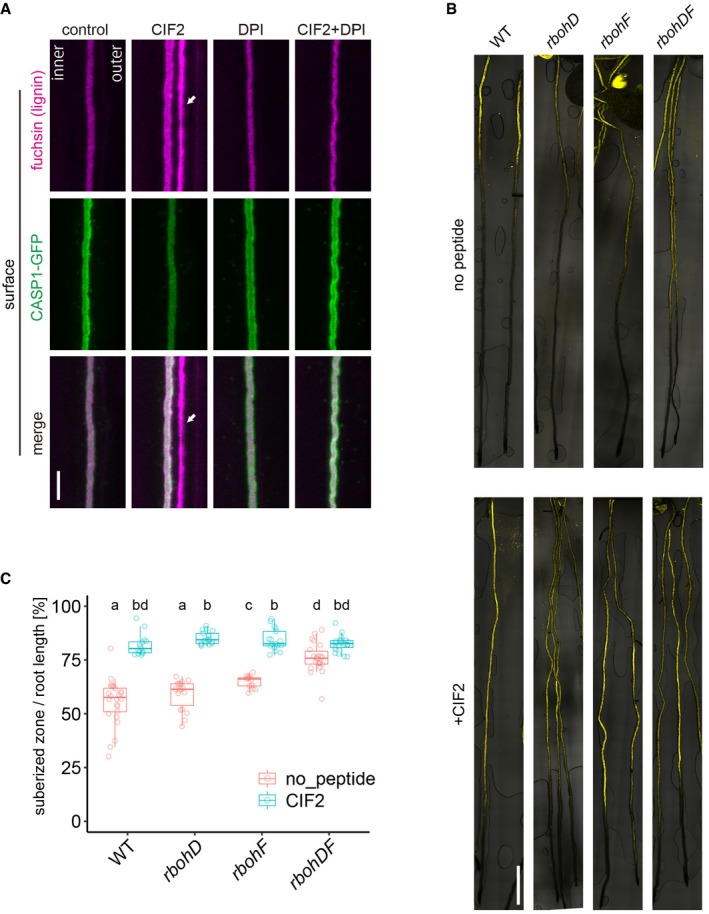
Both RBOHD and F are required for CIF2‐induced excess lignin accumulation Co‐treatment experiments with the NADPH oxidase inhibitor DPI (diphenyleneiodonium chloride) and CIF2. Pretreatment was done on medium with or without DPI for 30 min, and seedlings were then transferred to each medium (100 nM for CIF2 and 10 μM for DPI, respectively). The seedlings were incubated for 2 h in each condition. Arrowheads indicate excess lignification on the cortex‐facing side. Representative pictures are shown from two independent experiments (2 spots from 5 roots in each condition for one experiment) with similar results. Scale bar = 5 μm.Whole root views of suberin deposition patterns in the *rbohD* and *rbohF* mutants with or without CIF2 treatment. Five‐day‐old seedlings were treated for 24 h with or without CIF2 and stained. Scale bar = 1 mm.Quantification of the ratio of suberized zones to root lengths in each mutant from (B) (*n* = 13–24 roots). In the box plot, boxes are showing ranges from the first to third quartiles, and the bold central lines display median. Upper and lower whiskers extend to the maximum or minimum values no further than 1.5 times IQR. Different letters indicate statistical significance (one‐way ANOVA, Tukey's test).

### CIF2 induces highly localized ROS production through RBOHF and RBOHD

The direct activity of NOX enzymes is not lignification, but production of superoxide (O_2_^−^) that becomes dismutated to hydrogen peroxide (H_2_O_2_) in the apoplast (Kärkönen & Kuchitsu, 2015). We had previously established that the different subcellular distribution of the SGN3 receptor and the SGN1 kinase only intersects at a very restricted domain at the outer (cortex‐facing) edge of the CS (Alassimone *et al*, 2016; Fig 4A). We therefore attempted to visualize whether ROS might be produced locally in response to CIF treatment. Many ways exist to visualize and quantify ROS, but only few allow for high spatial resolution and for discrimination between extracellular and intracellular ROS. An older method, based on ROS‐induced cerium precipitation that can be detected using transmission electron microcopy (TEM), has been used by us previously to demonstrate that a highly localized ROS production indeed occurs at the CS and is dependent on NOX activity (Bestwick *et al*, 1997; Lee *et al*, 2013; Fig 4B). Using this method, we could detect a strong ROS production in response to CIF2, exclusively at the regions of endodermal–endodermal cell walls outside of the CS, but nowhere along the endodermis‐cortex cell walls, which are equally reached by the cerium chloride and where NOX enzymes are also present in the plasma membrane (Fig 4B and C). Based on this striking spatial coincidence between the SGN3/SGN1 overlap region (Fig 4A; Alassimone *et al*, 2016) and CIF2‐induced ROS production, we developed a procedure to quantitatively assess cerium precipitates and checked whether this localized ROS production is indeed dependent on the SGN3 pathway (Figs 4D and E, and EV3A, see also Experimental Procedures section). For SGN3, we found that already steady‐state ROS production was undetectable in the mutant and that there was no increase upon CIF2 treatment (Fig 4D and E). The *sgn1* mutant showed lower, but still detectable steady‐state ROS levels, but no significant increase upon CIF2 treatment (Fig 4D and E). Thus, the highly localized ROS accumulation induced by CIF2 is entirely dependent on the localized SGN3/SGN1 receptor module, suggesting that the localization of the module determines the spatial extent of ROS production. As in the case of lignification, we observed that CIF2‐induced ROS could be produced by either RBOHF or RBOHD, as only the double mutant caused a complete absence of ROS after CIF stimulation. As expected, but not previously demonstrated, the steady‐state ROS production at the CS observed before stimulation was exclusively dependent on RBOHF, but not RBOHD (Fig 4D and E).

**Figure 4:**
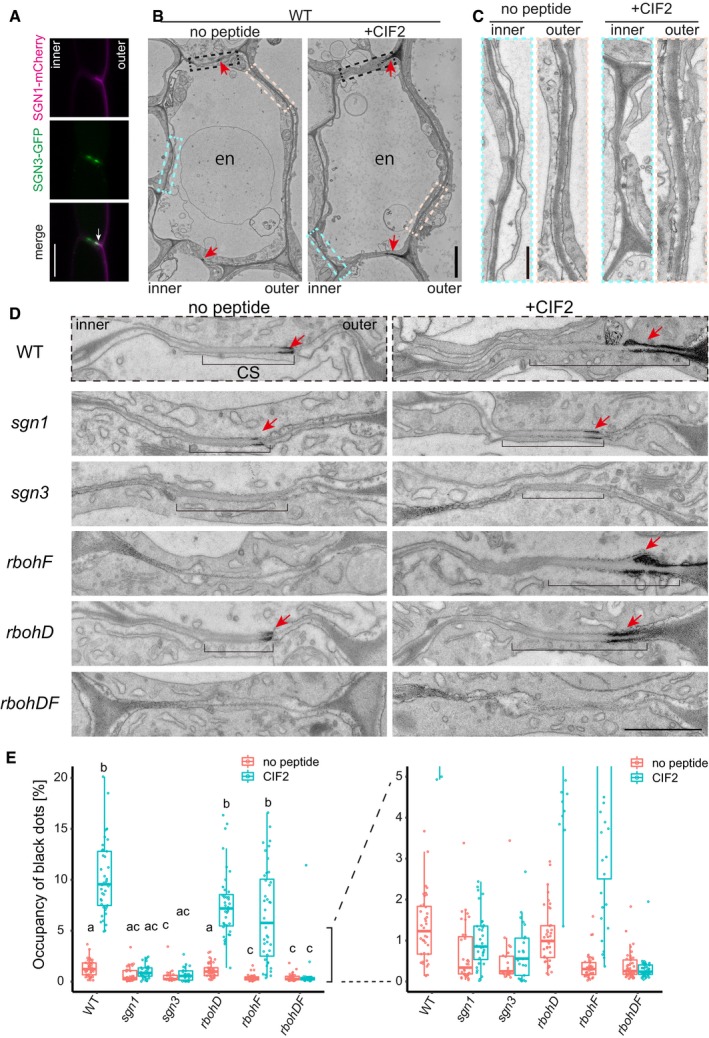
ROS production is enhanced by SGN3/CIFs and requires RBOHD and F ACo‐visualization of *pCASP1::SGN1‐mCherry* and *pCASP1::SGN3‐GFP*. Note that their respective localization at the PM has only restricted overlap at the cortical side of the CS domain (Arrow). Representative picture is shown; 3–6 roots in four different transgenic lines were inspected. Scale bar = 10 μm. “inner” designates the stele‐facing endodermal surface, “outer”, the cortex‐facing surface.B, COverview of endodermal cells after with or without 1 μM CIF2 treatment for 24 h. Red arrowheads are indicating ROS production sites, and boxes in dotted lines are corresponding to the regions in (sky blue and creme boxes in C and black boxes in D). Similar patterns were obtained in 39 or 41 cells from 5 roots with or without the peptide treatment. Scale bars = 500 nm (B) and 100 nm (C).D
*In situ* H_2_O_2_ detection at Casparian strips in WT, *sgn3*,* sgn1*,* rbohF*,* rbohD,* and *rbohDF* with or without 24‐h treatment of 1 μM CIF2. Brackets and arrowheads indicate Casparian strips (seen as uniformly whitish cell wall areas) and H_2_O_2_ production sites (black area), respectively. Scale bar = 1000 nm.EQuantification of ROS production as a number of dark pixels area (*n* = 23–44 sites from 5 roots of each condition in one experiment.). For quantification methods, see Fig EV3. In the box plot, boxes indicate ranges from first to third quartiles, and the bold central lines display median. Upper and lower whiskers extend to the maximum or minimum values no further than 1.5 times IQR. Different letters mean significant statistical differences (*P* < 0.01, one‐way ANOVA and Tukey's test.)

**Figure EV3:**
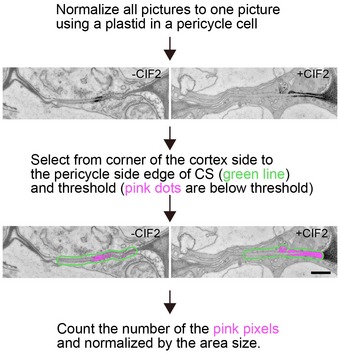
ROS production is enhanced by SGN3/CIFs and requires RBOHD and F A schematic illustrating the protocol for pixel area quantification of ROS as measured by the cerium chloride method. Pictures were normalized to a picture of non‐treated WT. Following the normalization, the area was chosen manually from the cortex side corner to the end of the CS at the pericycle side. Pixels below the threshold were marked as pink dots and counted. For more details, see the materials methods part. Note that the picture of WT (+CIF2) was reused from Fig 4D. Scale bar = 1000 nm.

In contrast to lignin polymerization, suberin might not require NADPH oxidase activity. It was shown previously that CIF2 triggers excess suberization in WT (Fig EV2B and C) (Doblas *et al*, 2017). We found excess suberin deposition in *rbohD* and *rbohF* upon peptide treatment, although a slight enhancement is already observed in *rbohF*. In *rbohDF*, excess suberin deposition is very strong, even without treatment, likely due to a strong activation of the surveillance system due to complete absence of a CS (Fig EV2B and C). These data indicate that CIF2‐triggered suberin accumulation is not affected by NADPH oxidases and suggests existence of a ROS‐independent branch of the SCHENGEN pathway that regulates this process (see below).

### SGN1 can directly activate RBOHF and RBOHD via phosphorylation

The above data strongly suggest a direct connection between the SGN3/SGN1 kinase module and the two NOX enzymes. We therefore conducted an *in vitro* kinase assay in order to ask whether SGN1 can directly phosphorylate the N‐terminal cytoplasmic region of RBOHF and RBOHD. We found that recombinantly expressed TF‐SGN1 could phosphorylate both the recombinant N‐terminal part of RBOHF and RBOHD (Fig 5A). Plant NOX regulation has been intensively studied and shown to be highly complex, requiring possibly interdependent activities of kinases, as well as small GTPases (Kadota *et al*, 2015). We therefore tested whether SGN1 might be sufficient for activation of RBOHF activity in a cellular context. To do so, we made use of a heterologous reconstitution system in human HEK293T cells, which show very low endogenous ROS production and for which it had been previously demonstrated that plant NADPH oxidases can be expressed and their activation mechanism be studied (Han *et al*, 2019). As a positive control, the previously described calcium‐dependent kinase complex of calcineurin B‐like (CBL) interacting protein kinases 26 (CIPK26) and CBL1 was used and shown to be active (Fig 5B). When expressing wild‐type SGN1 in this cell line, we noticed that it did not activate RBOHF or RBOHD, but that it also did not localize to the plasma membrane as in plant cells (Fig EV4A). However, when we used the functional, constitutively plasma membrane‐localized myrpalm‐SGN1 version, a significant induction of ROS production was observed for RBOHF and to a lesser extent for RBOHD (Figs 5B and EV4B).

**Figure 5:**
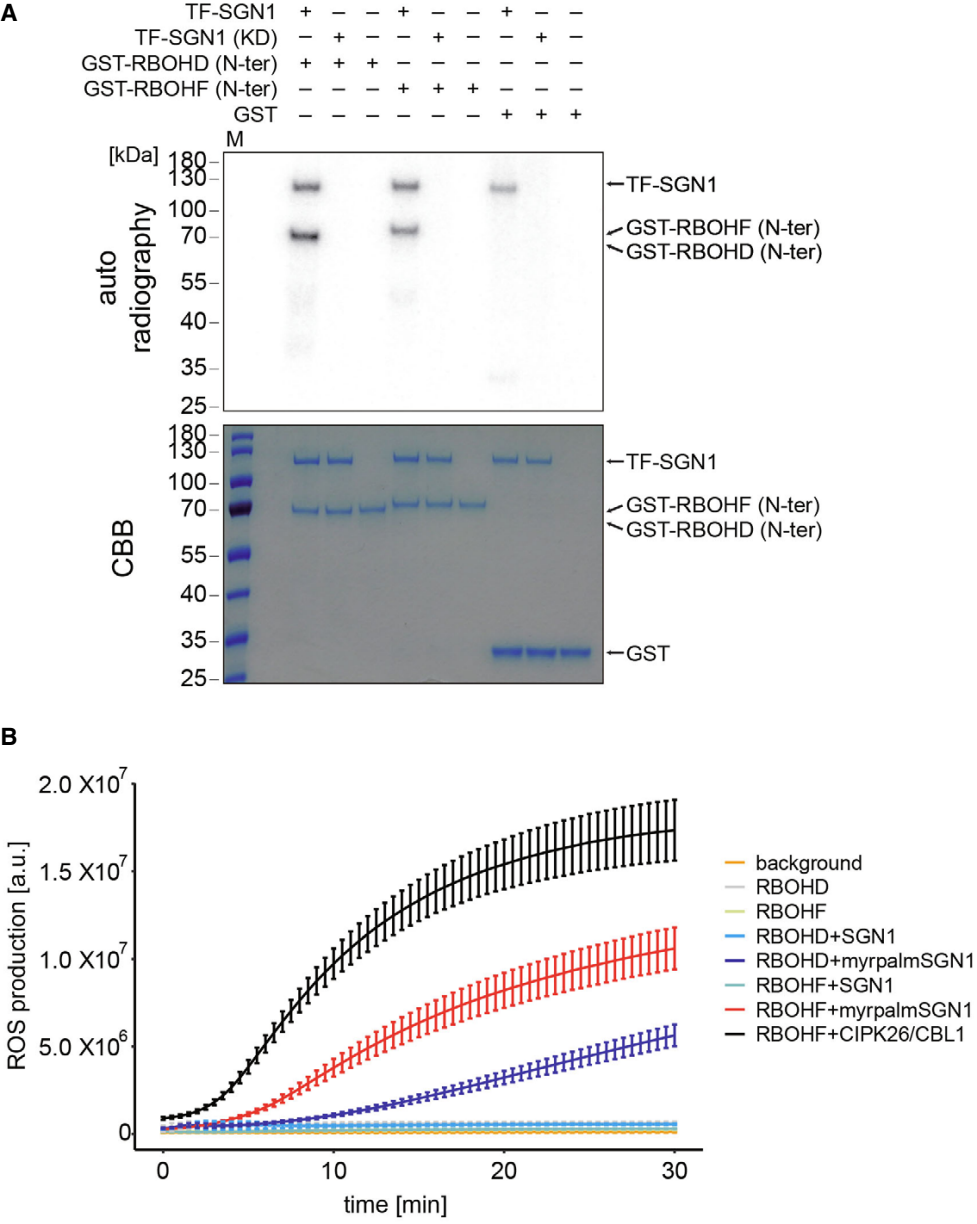
SGN1 directly activates NADPH oxidases in a cellular context [γ‐^32^P]ATP radioactive *in vitro* kinase assay of TF‐SGN1 against GST‐N‐terminal cytoplasmic domains of RBOHD or F. Autoradiograph is shown on top. Coomassie‐stained gel below illustrates presence and equal loading of recombinant proteins. Experiments were done independently three times with similar results.HEK293T cell‐based NOX activation assay. Cells were transfected with the indicated plasmid combinations. The phosphatase inhibitor Calyculin A was added directly before the start of the measurements. Each data point represents the mean of six wells analyzed in parallel; bars indicate SD. Experiments were repeated three times (another set of results is shown in Fig EV4B).

**Figure EV4:**
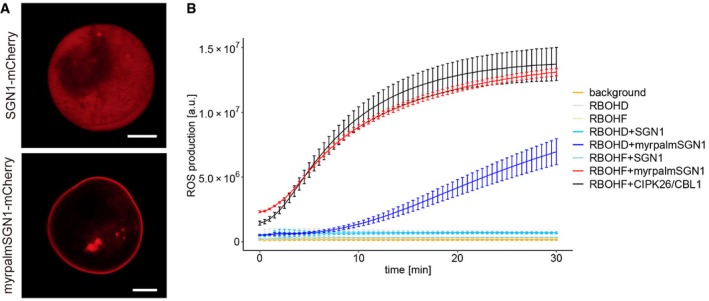
SGN1 directly activates NADPH oxidases in a cellular context Localization patterns of SGN1‐mCherry of myrpalm‐SGN1 in HEK293T cells. Myrpalm‐SGN1 is efficiently recruited to the plasma membrane, while wild‐type SGN‐mCherry fusions remain in the cytoplasm. Scale bar = 5 μm.Independent HEK cell ROS production assay. The phosphatase inhibitor CalyculinA was added directly before the start of the measurements. Each data point represents the mean of six wells analyzed in parallel. Bars indicate SD.

### CIF peptide‐induced CASP domain growth requires new protein synthesis, but not ROS production

The direct phospho‐relay from SGN3 receptor, to SGN1 kinase to RBOHF and RBOHD outlined above draws a direct molecular connection from perception of a peptide hormone stimulus to cell wall lignification. Moreover, it accounts for both, the highly localized ROS production that we observe upon CIF stimulation and the observation that localization of lignification is correlated with the site of active SGN3 signaling. Yet, the massive enhancement of lignification observed upon CIF stimulation (Fig 3B), the increase of CASP accumulation, and ectopic patch formation (Appendix Fig S1A), as well as the non‐localized formation of precocious and enhanced suberin (Fig EV2B and C), are additional outcomes of SGN3 pathway stimulation and should be driven by transcriptional changes. Indeed, some degree of transcriptional upregulation of CASP genes has been reported previously upon CIF1 treatment (Nakayama *et al*, 2017). CIF stimulation does not only lead to enhanced accumulation and ectopic patches of CASP1‐GFP, absence of SGN3 signaling but also lead to discontinuous CASP1‐GFP signals that could be explained by insufficient amount of CASPs and other factors being produced during endodermal differentiation (Fig 6A; Pfister *et al*, 2014; Doblas *et al*, 2017). Neither the single, nor the double NADPH oxidase mutants display discontinuous CASP1‐GFP signals, indicating that ROS production is not required for this aspect of the CIF/SGN3 pathway (Fig 6A). In order to directly demonstrate that formation of a continuous CASP domain requires newly formed gene products, we treated our *cif1 cif2* double mutant with CIF2 peptide in the presence or absence of protein synthesis inhibitor cycloheximide (CHX). CASP1‐GFP signal strongly increased during 8 h of CIF treatment, during which the discontinuous CASP1‐GFP domains became continuous. This effect was abrogated by CHX treatment (Fig 6B and C, Movie EV1).

**Figure 6:**
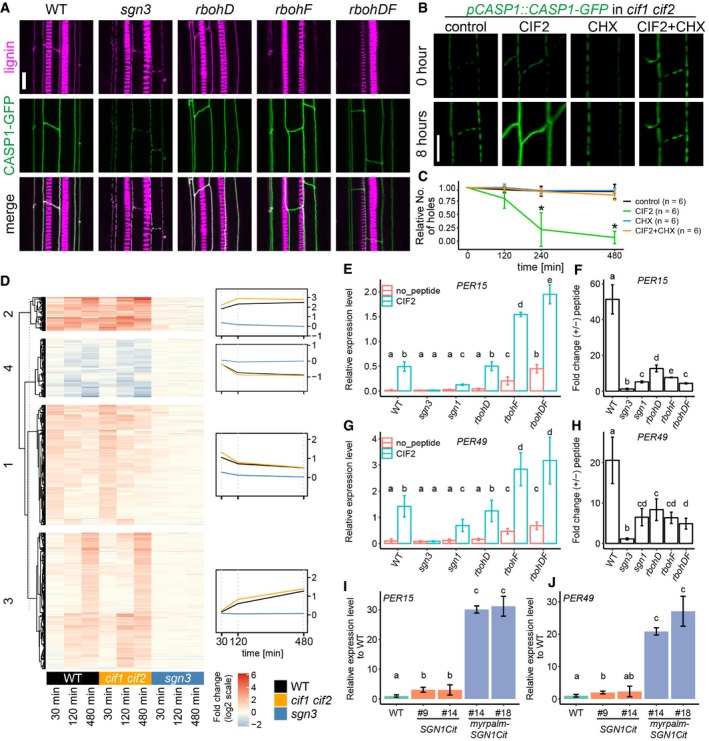
CIF2 induces large‐scale transcriptional changes for cell wall remodeling CASP1‐GFP and lignin deposition in WT, *sgn3*,* rbohD*,* rbohF,* and *rbohDF*. CASP1‐GFP and lignin (fuchsin) are presented in green and magenta, respectively. Pictures were obtained from more than 10 roots from each background with similar results. Scale bar = 10 μm.Time lapse imaging of single or co‐treatment of 10 nM CIF2 with 25 μM cycloheximide (CHX) on CASP1‐GFP in *cif1 cif2*. Seedlings were pretreated with or without CHX for 30 min and transferred onto each medium. Scale bar = 10 μm (see also Movie EV1).Quantification of (B). Relative numbers of holes in CASP1‐GFP domain after single or co‐treatment with CIF2 or CHX from the pictures in (B). Bars are SD. * indicates statistical significance from all other conditions (*P* < 0.01) after one‐way ANOVA and Tukey test. Six roots in total for each condition were observed during two independent tests.Fold change of 930 genes (*P* < 0.05 and log_2_(fold change) ≥ 1 or ≤ −1 at least one time point in one genotype) after CIF2 treatment at indicated time points in WT, *cif1,2,* and *sgn3*. Degree of the fold changes is shown in color code as indicated.Relative expression levels of *PER15* to *CLATHRIN* control in each genotype with or without 2‐h CIF2 treatment. Bars are SD (*n* = 3). Different characters indicate statistically significant differences (*P* < 0.01, ANOVA and Tukey test).Fold changes of *PER15* in each genotype with or without 2‐h CIF2 treatment. Bars are SD (*n* = 3). Different characters indicate statistical significance differences (*P* < 0.01, ANOVA and Tukey test).Relative expression levels of *PER49* to *CLATHRIN* control in each genotype with or without 2‐h CIF2 treatment. Bars are SD (*n* = 3). Different characters indicate statistically significant differences (*P* < 0.01, ANOVA and Tukey test).Fold changes of *PER49* in each genotype with or without 2‐h CIF2 treatment. Bars are SD (*n* = 3). Different characters indicate statistically significant differences (*P* < 0.01, ANOVA and Tukey test).Relative fold changes of *PER15* in *pCASP1::SGN1‐Citrine* and *pCASP1::myrpalm‐SGN1‐Citrine* compared to the expression level in WT. Bars are SD (*n* = 3). Different characters indicate statistically significant differences (*P* < 0.01, ANOVA and Tukey test).Relative fold changes of *PER49* in *pCASP1::SGN1‐Citrine* and *pCASP1::myrpalm‐SGN1‐Citrine* compared to the expression level in WT. Bars are SD (*n* = 3). Different characters indicate statistically significant differences (*P* < 0.01, ANOVA and Tukey test).

### The NADPH oxidase‐independent branch of the CIF/SGN3 pathway is associated with MAP kinase stimulation and causes strong activation of gene expression

In pattern‐triggered immune receptor signaling, gene activation is thought to depend in large parts on activation of mitogen‐activated protein (MAP) kinases (Dodds & Rathjen, 2010). We therefore tested whether CIF treatment leads to MAP kinase phosphorylation and indeed found that CIFs can induce MAP kinase phosphorylation in a SGN3‐dependent manner, further extending the molecular parallels between immune receptor signaling and the CIF/SGN3 pathway and suggesting that gene induction in the CIF pathway might equally depend on MAP kinase signaling (Fig EV5B).

**Figure EV5:**
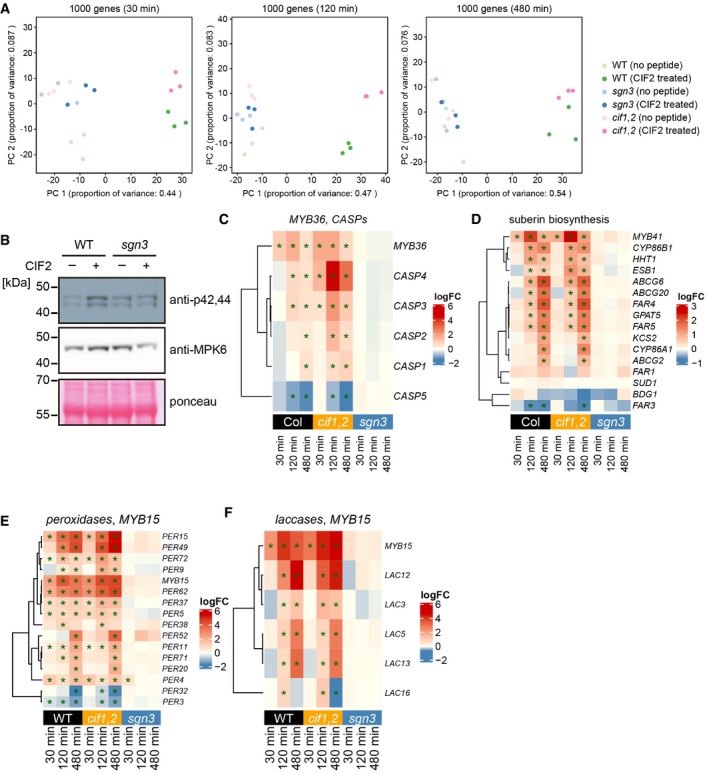
CIF2 induces large‐scale transcriptional changes to remodel cell walls PCA of the most differentially expressed genes. The 1,000 most differentially expressed genes are clustered by condition at each time point for all replicates.Immunoblot with phospho‐specific antibody against p42,44. Seedlings were treated with or without 1 μM CIF2 peptide for 15 min. Ponceau S‐stained membranes and IB with anti‐MPK6 antibody were shown as loading controls. This experiment was repeated three times with independent biological samples with the same result.Heatmaps of *MYB36* and *CASPs* expression fold changes with or without peptide treatment at the indicated time points. Asterisks indicate significant differentially regulated transcripts (*P* ≤ 0.05) at each condition.Heatmaps of *MYB41* and suberin biosynthesis‐related gene expression fold changes with or without the peptide treatment at the indicated time points. Asterisks indicate significant differentially regulated transcripts (*P* ≤ 0.05) at each condition.Heatmaps of *MYB15* and *PEROXIDASES* expression fold changes with or without peptide treatment at the indicated time points. Asterisks indicate significant differentially regulated transcripts (*P* ≤ 0.05) at each condition.Heatmaps of *MYB15* and *LACCASES* expression fold changes with or without the peptide treatment at the indicated time points. Asterisks indicate significant differentially regulated transcripts (*P* ≤ 0.05) at each condition.

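Root RNA of 5-day-old Arabidopsis seedlings was sequenced in wild type, in the *cif1 cif2* double mutant of the peptide genes and in *sgn3*, a mutant of the CIF receptor gene. Seedlings had been moved to medium with 100 nM CIF2 or without peptide for 30, 120 or 480 min, and the aerial parts were cut off before RNA extraction. Each of the 18 combinations of genotype, peptide and time had 3 libraries, 1 from each of 3 batches, which gave 54 stranded mRNA libraries. In *cif1 cif2* at 480 min, the labels of 3 libraries conflict, since their titles say CIF2 and their treatment labels say no peptide. They were taken as treated, because the design has both arms at this time point and 3 other libraries are titled as the untreated arm.

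The authors trimmed the reads, removed ribosomal and low-complexity reads, aligned the rest to the TAIR10 genome with STAR and counted the reads on each gene with htseq-count. The deposited values are these counts, without normalization. The strand option of the counting is not named in the paper's text, so the count of a gene that overlaps a gene on the other strand is uncertain. Between 21328819 and 38588050 reads per library were counted on genes. The median was 28237508.5 in wild type (22631982 to 37141287), 29065716 in *cif1 cif2* (21328819 to 33352177) and 28866174 in *sgn3* (23193710 to 38588050). It was 29232783 over the 27 libraries with CIF2 and 28302824 over the 27 without peptide.

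Library sizes were scaled with the TMM method, and the 19668 of 34262 genes with at least 1 CPM (counts scaled to library size) in at least 1 library were tested with edgeR's quasi-likelihood test. A single model held the 18 groups and the batch as a block, and *P*-values were adjusted by the Benjamini–Hochberg method within each comparison. A gene was called differentially expressed when its adjusted *P*-value was at most 0.05 and its log2 fold change was at least 1 in size, which is the cut-off of the paper. The standard error given with a log2 fold change is its size divided by the square root of the test's F statistic. Libraries of the same batch deviated together from the means of their groups. The deviations had a mean correlation of 0.27 across genes in the 459 pairs of libraries from different groups with the same batch number, and of −0.135 in the 918 pairs with different numbers. The deviations cancel within each group, so the negative value follows from the positive one and is not a separate observation.

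*SGN3* (AT4G20140) was at 30.2 ± 7.33 CPM in *sgn3* (SD, n = 18), 169.8 ± 56.5 CPM in wild type (SD, n = 18) and 175.4 ± 80.7 CPM in *cif1 cif2* (SD, n = 18). The highest *sgn3* library was at 46.8 CPM, and the lowest library of the other genotypes at 89.6 CPM. AT4G34600, the gene that matches the CRISPR protospacer of the paper's methods exactly, was at 54.9 ± 6.48 CPM in *cif1 cif2* (SD, n = 18), 66.3 ± 6.18 CPM in wild type (SD, n = 18) and 67.5 ± 8.98 CPM in *sgn3* (SD, n = 18). It was lower in *cif1 cif2* than in wild type in 16 of 18 pairs of libraries of the same treatment, time point and batch. In *cif1 cif2* its log2 difference from wild type was −0.18, −0.15 and −0.25 without peptide at 30, 120 and 480 min, and −0.29, −0.24 and −0.30 with CIF2, with edgeR adjusted *P*-values from 0.128 to 0.439.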

We then undertook an RNA profiling of seedling roots at different time points (30, 120, and 480 min) after CIF stimulation, using wild‐type, *cif1 cif2,* and *sgn3* mutants as genotypes. A total of 930 genes were found to be differentially expressed across any of the genotypes and time points combined, using a stringent cut‐off (adj.‐*P* val. <= 0.05; logFC >= 1 or logFC <= −1) (Table EV1). 

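CIF2 changed the expression of 231 genes in wild type at 30 min (225 up and 6 down), 291 at 120 min (245 up and 46 down) and 451 at 480 min (380 up and 71 down). In *cif1 cif2*, it changed 366 genes at 30 min (356 up and 10 down), 414 at 120 min (349 up and 65 down) and 486 at 480 min (416 up and 70 down). Over the 9 comparisons of treated with untreated roots, 967 genes were called at least once, of which 596 were called in both genotypes, 86 in wild type and not in *cif1 cif2*, and 285 in *cif1 cif2* and not in wild type. Of the 930 genes of Table EV1, 902 are among them, 28 were not called, and 65 called genes are not in the table. The fold change threshold moved the total most, since 5878 genes were called on the adjusted *P*-value alone. With limma-trend, the paper's own test, 935 genes were called, 911 of them shared with the 967.

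Without the batch as a block in the model, 910 genes were called, 907 of them among the 967. By comparison, 214, 274 and 416 genes were then called in wild type at 30, 120 and 480 min, and 350, 388 and 470 in *cif1 cif2*. With 1 batch left out at a time, the total was 957 to 995 genes.

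Among genes changed the same way in all 3 batches, the largest increases in wild type by the estimates of the model were those of *CYP82C3*, AT5G52710 and AT5G52670 at 30 min, *CYP82C3*, *PP2B13* and *WRKY41* at 120 min, and *WRKY71*, AT5G35380 and AT2G43620 at 480 min. *CYP82C3* (AT4G31950) had at most 1 count in each untreated library at 30 min and 30 to 66 counts in the treated ones, and was at least 14.3-fold higher with CIF2. AT2G43620 had a log2 fold change of 4.92 at 480 min (standard error 0.28, edgeR adjusted *P* = 2.6e-17). The largest decreases were those of *CLH1*, *CBF4* and AT1G43000 at 30 min, AT4G25433, *UMAMIT36* and *OCT1* at 120 min, and *GLIP2*, *CGS2* and AT5G43540 at 480 min. *GLIP2* (AT1G53940) fell by 4.01 on the log2 scale at 480 min in wild type (standard error 0.19, edgeR adjusted *P* = 7.1e-20) and by 3.84 in *cif1 cif2* (standard error 0.18, edgeR adjusted *P* = 1.3e-19). The place of a gene in this order is uncertain where 1 arm had at most 3 counts in every library. The counts then give only a lower bound, of 4.25-fold for AT5G52710 at 30 min, and at 120 min of 11.1-fold for *CYP82C3*, 9.83-fold for *WRKY41* and 2.72-fold for AT4G25433, which is below the estimate for *OCT1*.

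In *cif1 cif2*, the largest increases were those of *CYP82C3*, *PUP8* and *PP2A5* at 30 min, *CYP82C3*, *WRKY71* and *MCA2* at 120 min, and AT5G35380, *WRKY71* and AT2G43620 at 480 min. The largest decreases were those of *COL2*, *BHLH100* and *ORG3* at 30 min, AT4G25433, *BHLH23* and *UMAMIT36* at 120 min, and the same genes as in wild type at 480 min. Here too the counts give only a lower bound for some of them, of 17-fold for *CYP82C3* and 4.13-fold for *COL2* at 30 min, and at 120 min of 14.6-fold for *CYP82C3*, 77.3-fold for *WRKY71*, 9.70-fold for *MCA2* and 3.45-fold for AT4G25433. For AT5G35380 at 480 min it is 34.5-fold.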

After normalization of batch effects, the three replicates clustered closely with a large degree of variance explained by the peptide treatment in wild type and *cif1 cif2* (Fig EV5A). 

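The principal components were computed at each time point from the log2 CPM of the 18 libraries, after removal of the batch effect, for the 1000 genes with the smallest *P*-values in a joint test of the CIF2 response in the 3 genotypes. The first component held 88.3% of the variance at 30 min, 88.8% at 120 min and 91.6% at 480 min, and the second 2.94%, 2.40% and 1.72%. The 1000 genes were chosen for their response to the peptide. Over all genes tested, the first component held 41.2%, 45.4% and 51.8% of the variance.

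On the first component at 30 min, the mean score of wild type was 20.5 ± 1.88 with CIF2 (SD, n = 3) and −8.64 ± 2.83 without, and that of *cif1 cif2* was 21.7 ± 1.29 with CIF2 and −14.4 ± 1.08 without. At 120 min, wild type was at 20.8 ± 1.01 and −10.4 ± 1.05, and *cif1 cif2* at 27.5 ± 2.14 and −12.2 ± 1.23. At 480 min, wild type was at 26.6 ± 2.30 and −12.6 ± 3.34, and *cif1 cif2* at 27.99 ± 2.09 and −14.5 ± 1.36. In *sgn3*, the treated libraries were at −6.13 ± 0.913 and the untreated ones at −13.0 ± 3.52 at 30 min. The *sgn3* arms were at −12.0 ± 0.713 with CIF2 and −13.6 ± 1.92 without at 120 min, and at −13.0 ± 1.22 and −14.5 ± 0.351 at 480 min.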

Wild‐type and *cif1 cif2* samples showed nearly identical responses (co‐relation efficiency values were 0.90, 0.89, and 0.94 at 30, 120, and 480 min, respectively), with *cif1 cif2* displaying a slightly stronger overall amplitude (Fig 6D). 

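Over the 930 genes of Table EV1, the log2 fold changes of wild type and *cif1 cif2* had a Pearson correlation of *r* = 0.867 at 30 min, 0.866 at 120 min and 0.924 at 480 min, across genes, which are not independent replicates. Computed within single batches, *r* was 0.847, 0.797 and 0.784 at 30 min, 0.814, 0.822 and 0.858 at 120 min, and 0.889, 0.858 and 0.879 at 480 min. Between wild type and *sgn3*, it was 0.382, 0.124 and 0.0506 at the 3 time points. Of the settings tried, taking all genes tested moved the correlation of wild type with *cif1 cif2* most, to 0.761, 0.753 and 0.844.

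The mean size of the log2 fold change over the 930 genes was 0.73 in wild type and 0.87 in *cif1 cif2* at 30 min, 0.88 and 1.07 at 120 min, and 1.13 and 1.22 at 480 min. The ratio of *cif1 cif2* to wild type was 1.19 ± 0.15 at 30 min (SD, n = 3 batches), 1.21 ± 0.071 at 120 min and 1.08 ± 0.295 at 480 min. It was above 1 in 3 of 3 batches at 30 and at 120 min and in 1 of 3 at 480 min. A two-sided exact sign-flip permutation test over the batches gave *P* = 0.25 at 30 min, 0.25 at 120 min and 1 at 480 min, and 0.25 is the smallest value that 3 batches allow. The log2 fold change was larger in size in *cif1 cif2* for 67.6%, 63.5% and 57.8% of the genes at 30, 120 and 480 min. Gene by gene, edgeR's test of the difference between the CIF2 effects of the 2 genotypes passed an adjusted *P*-value of 0.05 for 3 genes at 30 min, 57 at 120 min and 1 at 480 min.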

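In *sgn3*, 5 genes were called after 30 min of CIF2, all upregulated, and 0 after 120 or 480 min. On the adjusted *P*-value alone, 6 genes passed at 30 min. At an unadjusted *P*-value under 0.05 there were 1401, 578 and 1017 genes at 30, 120 and 480 min, where 983 of the 19668 genes tested are expected by chance. The genes called at 30 min were *IGMT2* (AT1G21120), *IGMT4* (AT1G21130), AT1G47130, AT2G23270 and *CYP81F2* (AT5G57220), each higher with CIF2 in 3 of 3 batches. *IGMT2* rose from 34.9 ± 10.2 to 77.4 ± 11.7 CPM (SD, n = 3), a log2 fold change of 1.14 (standard error 0.18, edgeR adjusted *P* = 0.00283). The other log2 fold changes were 1.32 for *IGMT4*, 1.19 for AT1G47130, 2.13 for AT2G23270 and 1.52 for *CYP81F2*. In wild type the log2 fold changes at 30 min were 2.32 for *IGMT2*, 2.07 for *IGMT4*, 3.39 for AT1G47130, 2.45 for AT2G23270 and 2.80 for *CYP81F2*. *IGMT2* and *IGMT4* are neighboring paralogs between which reads can be shared. Without the batch as a block, *IGMT2* alone was called. When the adjustment covered the 3 genotypes of a time point together, 13 genes were called at 30 min, 1 at 120 min and 2 at 480 min, and with only the libraries compared in the model, 11, 1 and 3.

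The CIF2 effect in *sgn3* differed from that in wild type, by edgeR's test of the difference itself at an adjusted *P*-value of 0.05, for 371 genes at 30 min, 629 at 120 min and 889 at 480 min. Over the genes of Table EV1, the mean size of the log2 fold change in *sgn3* was 0.24 at 30 min, 0.21 at 120 min and 0.22 at 480 min. The 217 genes that Table EV1 lists as upregulated in wild type at 30 min had a mean log2 fold change of 0.36 in *sgn3* at that time, with batch means of 0.19, 0.51 and 0.38, against 1.69 in wild type. Of these genes, 187 were higher with CIF2 in *sgn3* (limma's camera test of the list, adjusted *P* = 0.00203 over the 3 time points). The same list had a mean of 0.15 at 120 min (adjusted *P* = 0.186) and of 0.05 at 480 min (adjusted *P* = 0.614). The paper names the near absence of differentially expressed genes in *sgn3* where it writes of SGN3 as the receptor (Figs 6D and EV5A, Table EV1).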

Importantly, *sgn3* had virtually no differentially expressed genes across treatments, indicating the specificity of the CIF responses and further corroborating that SGN3 is the single, relevant receptor for CIF responses in roots (Figs 6D and EV5A, Table EV1). 

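In wild type, an adjusted *P*-value of at most 0.05 was reached by *CASP5* at 30 min, by *CASP4* and *CASP5* at 120 min and by *CASP1*, *CASP2*, *CASP4* and *CASP5* at 480 min, where of these only *CASP5* also passed the fold change threshold. At 480 min in wild type, the log2 fold changes were 0.60 for *CASP1* (AT2G36100; standard error 0.12, edgeR adjusted *P* = 0.000343), 0.43 for *CASP2* (AT3G11550; 0.12, adjusted *P* = 0.0172) and 0.62 for *CASP4* (AT5G06200; 0.17, adjusted *P* = 0.00867). *CASP5* (AT5G15290) fell by 1.25 (standard error 0.18, edgeR adjusted *P* = 8.9e-07). Each of these changes had the same direction in 3 of 3 batches. At 120 min, *CASP4* rose by 0.74, *CASP5* fell by 0.94, and *CASP1* had a log2 fold change of −0.02 (standard error 0.12, edgeR adjusted *P* = 0.956). The last value changed sign with 1 batch left out at a time, from −0.12 to 0.14.

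In *cif1 cif2* at 120 min, *CASP1* rose by 0.70, *CASP2* by 1.43 and *CASP4* by 4.35 on the log2 scale, and *CASP5* fell by 0.75. *CASP4* went from 6.38 ± 1.42 to 128.3 ± 1.48 CPM (SD, n = 3; standard error of the log2 fold change 0.20, edgeR adjusted *P* = 2.1e-20). In wild type it went from 52.05 ± 8.84 to 87.8 ± 14.6 CPM. The CIF2 effect on *CASP4* was larger in *cif1 cif2* by 3.62 on the log2 scale (standard error 0.25, edgeR adjusted *P* = 4.9e-13). In *sgn3*, 0 of these 4 genes passed at any time point, and their log2 fold changes lay between −0.22 and 0.18.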

Our data extend on the previous data of Nakayama *et al* (2017), by showing that all 5 *CASP* genes are differentially regulated upon CIF treatment (Fig EV5C). Moreover, we observed upregulation of *MYB36*, a central transcription factor for Casparian strip formation and CASP expression, thus potentially accounting for the increases in *CASP1‐4* expression (Kamiya *et al*, 2015; Liberman *et al*, 2015; Fig EV5C). 

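*MYB36* (AT5G57620) rose in wild type from 34.8 ± 5.30 to 71.2 ± 6.30 CPM at 30 min (SD, n = 3), a log2 fold change of 1.04 (standard error 0.14, edgeR adjusted *P* = 4.5e-07). At 120 min it rose from 40.3 ± 8.61 to 122.6 ± 1.89 CPM, a log2 fold change of 1.61 (standard error 0.14, edgeR adjusted *P* = 1.1e-11), and at 480 min the log2 fold change was 0.63 (standard error 0.14, edgeR adjusted *P* = 0.00178). In *cif1 cif2* the log2 fold changes were 1.76, 1.76 and 0.77 at 30, 120 and 480 min. All of these increases were seen in 3 of 3 batches. In *sgn3* they were 0.05, −0.09 and −0.08, with edgeR adjusted *P*-values of 0.936, 1 and 0.981, and the effect at 120 min differed from that in wild type by −1.69 (edgeR adjusted *P* = 1.3e-07). *MYB36* passed the cut-off at 30 min in wild type, when 0 of *CASP1*, *CASP2* and *CASP4* had an adjusted *P*-value of at most 0.05. This order did not hold in *cif1 cif2*, where *CASP4* had also risen at 30 min, by 1.53 on the log2 scale (edgeR adjusted *P* = 1.14e-07).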

The fact that CIF stimulates *MYB36* expression also is consistent with the recent report that CIF treatment can enhance ectopic endodermal differentiation, driven by overexpression of the SHR transcription factor (Drapek *et al*, 2018).

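Table EV1 assigns its 930 genes to clusters, with 320 in cluster 1 and 364 in cluster 3. In wild type, the mean log2 fold change of cluster 1 was 1.06 at 30 min, 0.74 at 120 min and 0.53 at 480 min, and that of cluster 3 was 0.17, 0.61 and 1.29. In *cif1 cif2*, cluster 1 had means of 1.32, 0.77 and 0.52, and cluster 3 of 0.21, 0.84 and 1.41. The differences in mean log2 CPM between treated and untreated libraries of single batches in wild type were 1.02, 1.22 and 0.86 for cluster 1 at 30 min, and 0.53, 0.34 and 0.61 at 480 min. For cluster 3 they were 0.14, 0.17 and 0.15 at 30 min, and 1.44, 0.92 and 1.40 at 480 min. Of the 320 genes of cluster 1, 143 were called upregulated in wild type at 30 min and 41 at 480 min. Of the 364 genes of cluster 3, 4 were called upregulated at 30 min and 252 at 480 min. In *sgn3*, the means of cluster 1 were 0.26, 0.13 and 0.01 at 30, 120 and 480 min, and those of cluster 3 were 0.10, 0.04 and 0.08.

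A k-means clustering of the edgeR log2 fold changes into 4 groups put 310 of the 320 genes of cluster 1 and 360 of the 364 genes of cluster 3 together. The adjusted Rand index between the 4 groups and the clusters of Table EV1 was 0.935. It was 0.476 with 3 groups.

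**Figure D1:**
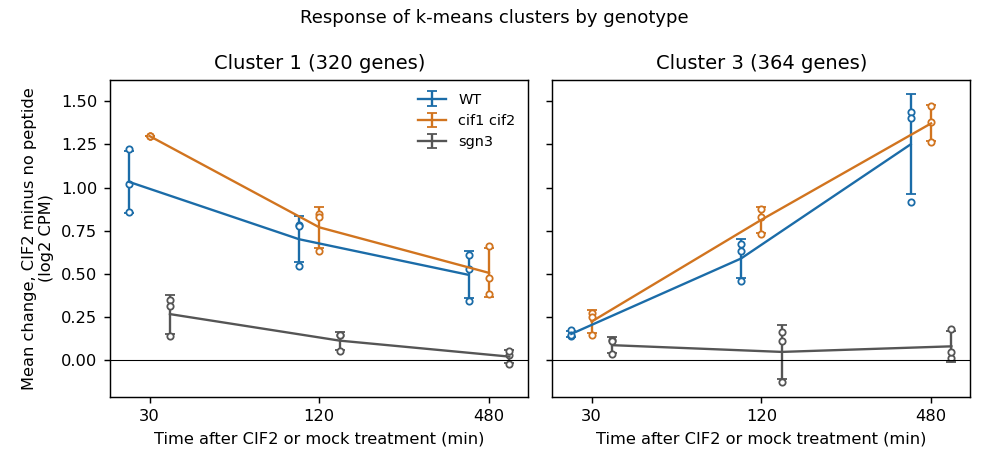
Mean change in log2 CPM (CIF2 minus no peptide) over the genes of clusters 1 and 3 of Table EV1, against time in minutes, for wild type, *cif1 cif2* and *sgn3*. Points are the 3 batches, lines join their means and bars are SD. In wild type, the points of cluster 1 lie between 0.86 and 1.22 at 30 min, and those of cluster 3 between 0.14 and 0.17.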

Of the four response clusters defined by k‐means clustering, the two largest clusters (1 and 3) group early response genes (cluster 1) and later response genes (cluster 3). 

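Of the other clusters of Table EV1, cluster 2 has 90 genes and cluster 4 has 156. The mean log2 fold change of cluster 2 in wild type was 1.86 at 30 min, 2.45 at 120 min and 2.60 at 480 min, and 69, 84 and 80 of its genes were called upregulated. In *cif1 cif2* the means were 2.27, 3.02 and 3.00. For cluster 4, the mean in wild type was −0.21 at 30 min, −0.75 at 120 min and −0.89 at 480 min, with 4, 43 and 67 genes called downregulated. In *cif1 cif2* it was −0.19, −0.91 and −0.92, with 7, 58 and 69 genes called downregulated. The differences in mean log2 CPM of single batches in wild type at 480 min were 2.39, 2.23 and 2.43 for cluster 2, and −0.85, −0.78 and −0.94 for cluster 4. In *sgn3*, the means of cluster 2 were 0.34, 0.17 and 0.00, and those of cluster 4 were 0.07, −0.06 and 0.01. The means of cluster 2 moved most with limma-trend, by up to 0.37.

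**Figure D2:**
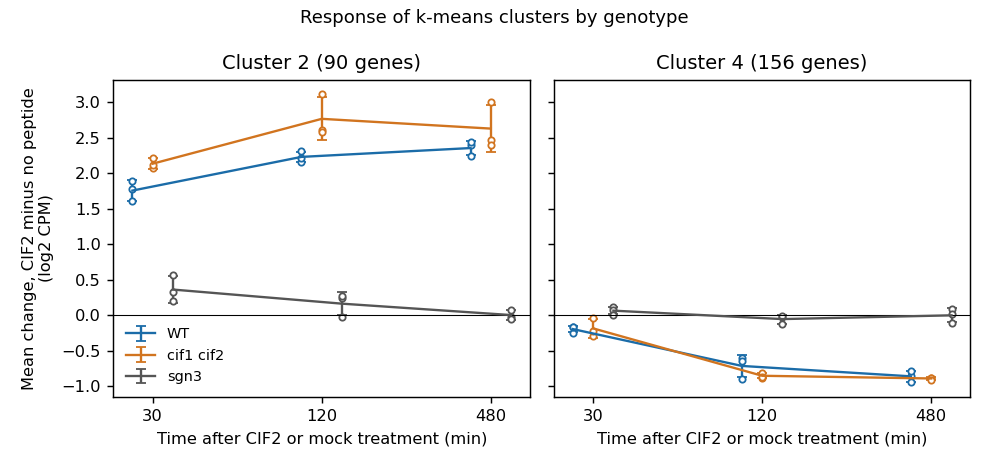
Mean change in log2 CPM (CIF2 minus no peptide) over the genes of clusters 2 and 4 of Table EV1, against time in minutes, for wild type, *cif1 cif2* and *sgn3*. Points are the 3 batches, lines join their means and bars are SD. In wild type at 480 min, the points of cluster 2 lie between 2.23 and 2.43, and those of cluster 4 between −0.94 and −0.78.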

Cluster 2 groups a smaller fraction of genes showing strong and largely sustained responses over the time scale of the experiment, while cluster four groups a minor fraction of genes downregulated at later time points. GO term analysis indicates that many of the most significant, overrepresented terms in the “early response” (1) and “strong and sustained” (2) gene clusters are related to immune and defense responses (response to chitin, bacterium, callose, etc.), as well as responses to oxidative stress (Table EV2). 

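Among the genes of cluster 1 are 7 WRKY transcription factors, of which 6 were called upregulated at 30 min, 3 at 120 min and 1 at 480 min, in wild type and in *cif1 cif2* alike. Their median log2 fold change in wild type was 1.11, 0.99 and 0.46 at the 3 time points. *WRKY22* (AT4G01250) had a log2 fold change of 1.55 at 30 min in wild type (standard error 0.16, edgeR adjusted *P* = 6e-10). At 120 min its value was 0.08, which changed sign with 1 batch left out at a time (−0.06 to 0.33). Of the 5 WRKY factors in cluster 2, 4 were called at 30 min, 5 at 120 min and 4 at 480 min, with medians of 1.50, 3.82 and 2.17 in wild type. *WRKY30* (AT5G24110) had log2 fold changes of 1.50, 3.82 (standard error 0.37, edgeR adjusted *P* = 2e-10) and 2.21. *WRKY71* (AT1G29860) rose by 4.62 at 120 min in wild type (standard error 0.29, edgeR adjusted *P* = 1.6e-15). In *cif1 cif2* at that time its untreated libraries had at most 3 counts, and it was at least 77.3-fold higher with CIF2. In *sgn3*, 0 of these factors were called at any time point, and the median of the cluster 1 factors at 30 min was 0.25.

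The gene of the flagellin receptor, *FLS2* (AT5G46330), rose by 1.26 at 30 min (standard error 0.21, edgeR adjusted *P* = 2.1e-05) and by 1.72 at 120 min in wild type (standard error 0.20, edgeR adjusted *P* = 1.3e-08), in 3 of 3 batches each. At 480 min its log2 fold change was 0.66 (edgeR adjusted *P* = 0.111). In *sgn3* the values were 0.02, −0.18 and −0.50, and the effect at 120 min differed from that in wild type by −1.90 (edgeR adjusted *P* = 2.7e-05).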

The top GO categories of the late response cluster (3) were suberin/cutin biosynthesis, supporting our observation that suberin accumulation is a late effect of CIF stimulation (Figs EV2B and C, and EV5D; Doblas *et al*, 2017). 

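Of the 16 suberin genes shown in Fig EV5D, 0 were called upregulated in wild type at 30 min, 3 at 120 min and 8 at 480 min, and 0, 5 and 8 in *cif1 cif2*. On the adjusted *P*-value alone, 1, 9 and 12 were upregulated in wild type. The median log2 fold change was 0.17 at 30 min, 0.50 at 120 min and 1.01 at 480 min in wild type, and 0.18, 0.54 and 0.98 in *cif1 cif2*. At 480 min in wild type the values ranged from −0.60 to 2.05. *ABCG6* (AT5G13580) rose from 136.4 ± 33.3 to 565.1 ± 114 CPM (SD, n = 3), a log2 fold change of 2.05 (standard error 0.14, edgeR adjusted *P* = 6.6e-15). *FAR4* (AT3G44540) rose by 1.95 (standard error 0.12, edgeR adjusted *P* = 5e-16) and *GPAT5* (AT3G11430) by 1.46 (standard error 0.12, edgeR adjusted *P* = 2.9e-13). The transcription factor gene *MYB41* (AT4G28110) was highest in fold change at 120 min, with log2 values of 0.75, 2.15 and 0.93 at the 3 time points. In *sgn3*, 0 of the 16 genes were called at any time point, and the median at 480 min was 0.10. The number called did not change when the adjustment covered only these 16 genes.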

Additional, enriched terms were related to oxidative stress and cell wall remodeling, nicely fitting the CIF2‐induced ROS production we observed. Intriguingly, the cluster showing late downregulation of gene expression contains many overrepresented GO terms related to a wide variety of transport processes, reaching from water, nitrate, and ammonium transport, to primary and secondary metabolite or hormone transport (Fig 6D, Table EV2). 

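The clusters were formed from the responses of these same libraries, so a decrease of the genes in cluster 4 follows in part from the choice. Genes of the same families outside the cluster were not counted here. All 7 aquaporin genes of cluster 4 were called downregulated in wild type at 480 min and 4 of them in *cif1 cif2*, where all 7 had an adjusted *P*-value of at most 0.05. Their median log2 fold change in wild type was −0.32 at 30 min, −0.90 at 120 min and −1.27 at 480 min. In *cif1 cif2* it was −0.01, −0.85 and −1.14, and the value at 30 min was above 0 with DESeq2 (0.00184) and with its size factors (0.00182). *PIP2-3* (AT2G37180) went from 97.2 ± 12.3 to 22.7 ± 3.13 CPM at 480 min in wild type (SD, n = 3), a log2 fold change of −2.10 (standard error 0.13, edgeR adjusted *P* = 4.7e-16). Of the 6 SWEET sugar transporter genes of the cluster, 3 were called downregulated in wild type at 120 and at 480 min. In *cif1 cif2*, 1 was called at 30 min, 2 at 120 min and 6 at 480 min, and their median at 480 min was −1.65. At 30 min the SWEET median in *cif1 cif2* was 0.02, and it was below 0 with limma-trend (−0.0166).

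Of the 3 nitrogen transporter genes of the cluster, *AMT1-2* (AT1G64780) fell by 1.04 at 480 min in wild type (standard error 0.14, edgeR adjusted *P* = 9.2e-08). In *cif1 cif2* it fell by 1.25 at 120 min (standard error 0.14, edgeR adjusted *P* = 1.7e-09). *NPF2.3* (AT3G45680) fell by 0.66 in wild type (standard error 0.14, edgeR adjusted *P* = 0.000911) and fell by 1.23 in *cif1 cif2* (standard error 0.14, edgeR adjusted *P* = 8.7e-09) at 480 min. The other direction was seen for *NPF5.7* (AT3G53960), which rose by 1.02 in *cif1 cif2* at 30 min (standard error 0.27, edgeR adjusted *P* = 0.00671) and had a log2 fold change of 0.20 in wild type at 480 min (edgeR adjusted *P* = 0.839). With 1 batch left out at a time the last value was −0.31 to 0.69, and without the batch as a block *NPF5.7* was not called in *cif1 cif2* at 30 min. All 3 genes had log2 fold changes below 0 at 120 min in wild type and at 120 and 480 min in *cif1 cif2*. Cluster 4 also holds 11 photosystem genes, of which 0 were called downregulated in wild type at 120 min and 7 at 480 min, with medians of −0.59 and −1.07. In *cif1 cif2*, 5 were called at 120 min and 2 at 480 min, with medians of −0.995 and −0.72. In *sgn3*, 0 of the genes in these lists were called at any time point.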

We interpret this as a consequence of CIF‐induced lignification and suberization, which must profoundly impact endodermal ability for shuttling organic and inorganic compounds, as well as signaling molecules between stele and cortical root cell layers (Barberon & Geldner, 2014).

While GO terms related to lignification were also overrepresented, they were not as highly ranked as expected from the strong induction of lignification upon CIF treatment. A number of reasons might account for this: Firstly, GO terms for pathogen, defense and oxidative stress responses, are all bound to overlap with and contain genes that mediate lignification. Moreover, already elevated levels of developmental, lignin‐related gene expression in the endodermis might lead to less‐pronounced fold changes. Finally, the multiple roles for lignin biosynthetic genes in secondary metabolism further obscure clear categorization. Nevertheless, upregulation of lignin biosynthesis by CIF treatment became evident when clustering a set of laccases and peroxidases, the two main families of enzymes implicated in lignin polymerization in the apoplast (Liu, 2012). A significant number of both are strongly upregulated (Fig EV5E and F). Moreover, *MYB15*, a transcription factor shown to be involved in stress and MAMP(microbe‐associated molecular pattern)‐induced lignification (Chezem *et al*, 2017), is about sixfold induced after 30 min and about 17‐fold after 120 min in both treated wild type and *cif1 cif2*, nicely correlating with the upregulation of peroxidases and laccases (Fig EV5E and F, Table EV1). 

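Of the 15 peroxidase genes of Fig EV5E, 3 were called upregulated in wild type at 30 min, 5 at 120 min and 12 at 480 min, and 4, 8 and 12 in *cif1 cif2*. Their median log2 fold change in wild type was 0.47, 0.82 and 1.53, and in *cif1 cif2* 0.55, 1.02 and 1.67. With the adjustment over these 15 genes alone, 5 were called in *cif1 cif2* at 30 min, and the other counts did not change. *PER62* (AT5G39580) rose by 3.37 at 480 min in wild type (standard error 0.24, edgeR adjusted *P* = 1e-14). The other direction was seen for *PER32* (AT3G32980) and *PER3* (AT1G05260), which at 480 min in wild type fell by 1.57 (standard error 0.08, edgeR adjusted *P* = 1.2e-18) and fell by 1.13 (standard error 0.10, edgeR adjusted *P* = 8.3e-12).

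Of the 5 laccase genes of Fig EV5F, 0 were called at 30 min in either genotype, 1 in wild type and 3 in *cif1 cif2* at 120 min, and 4 in both at 480 min, all upregulated. The medians in wild type were −0.001, 0.86 and 2.74, of which the first was above 0 with DESeq2 (0.00896), its size factors (0.0104), no low-count filter (0.00531) and 1 CPM required in 3 libraries (0.00342). At 480 min in wild type, *LAC12* (AT5G05390) had a log2 fold change of 4.43 (standard error 0.29, edgeR adjusted *P* = 1.6e-15) and *LAC13* (AT5G07130) of 3.12 (standard error 0.14, edgeR adjusted *P* = 1.1e-20). *LAC16* (AT5G58910) fell by 0.17 in wild type (edgeR adjusted *P* = 0.51) and by 0.55 in *cif1 cif2* (edgeR adjusted *P* = 0.00206). In *sgn3*, 0 of the 15 peroxidase and 0 of the 5 laccase genes were called at any time point. The effect on *LAC13* at 480 min differed from that in wild type by −3.05 (edgeR adjusted *P* = 1.4e-15).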

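*MYB15* (AT3G23250) rose in wild type from 2.19 ± 0.385 to 10.8 ± 2.97 CPM at 30 min (SD, n = 3), which is 4.90-fold, with a log2 fold change of 2.29 (standard error 0.30, edgeR adjusted *P* = 2.1e-07). At 120 min it rose from 1.32 ± 0.252 to 22.4 ± 6.76 CPM, which is 16.4-fold (log2 fold change 4.03, standard error 0.30, edgeR adjusted *P* = 1.6e-13). In *cif1 cif2* it rose 6.94-fold at 30 min (log2 fold change 2.80, standard error 0.31, edgeR adjusted *P* = 2.1e-09) and 17.6-fold at 120 min (log2 fold change 4.14, standard error 0.31, edgeR adjusted *P* = 4.8e-14). The log2 fold changes at 480 min were 3.46 in wild type and 4.46 in *cif1 cif2*. Each increase was seen in 3 of 3 batches. In *sgn3* the folds were 1.41, 1.19 and 1.18 (edgeR adjusted *P*-values 0.754, 1 and 0.989). The log2 values behind the last 2 of these changed sign with 1 batch left out at a time, over −0.13 to 0.79 and −0.02 to 0.80.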

We then made use of two of the most highly differentially expressed genes upon CIF2 treatment (*PER15* and *PER49*) in order to establish whether SGN1 and the NADPH oxidases are also required for gene regulation downstream of SGN3 activation. 

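By fold change among the genes tested, *PER15* (AT2G18150) ranked 94 in wild type at 30 min, 10 at 120 min and 11 at 480 min, and *PER49* (AT4G36430) ranked 367, 19 and 7. In *cif1 cif2* the ranks were 156, 29 and 8 for *PER15* and 353, 15 and 7 for *PER49*. At 480 min in wild type, *PER15* rose from 6.77 ± 4.10 to 107.2 ± 5.48 CPM (SD, n = 3), a log2 fold change of 4.05 (standard error 0.33, edgeR adjusted *P* = 1e-12). *PER49* rose from 20.8 ± 11.0 to 365.3 ± 29 CPM, a log2 fold change of 4.22 (standard error 0.37, edgeR adjusted *P* = 7.8e-12). The log2 fold changes in *cif1 cif2* at 480 min were 5.09 (standard error 0.36, edgeR adjusted *P* = 1.3e-14) for *PER15* and 5.16 (standard error 0.40, edgeR adjusted *P* = 1.2e-13) for *PER49*. At 30 min, *PER15* was called in both genotypes and *PER49* in neither, with edgeR adjusted *P*-values of 0.202 and 0.0683. In *sgn3*, the log2 fold changes of *PER15* were 0.13, 0.62 and 0.02, and those of *PER49* were 0.38, 0.69 and 0.24, and none was called. The *sgn3* values at 480 min changed sign with 1 batch left out at a time, from −0.39 to 0.91 for *PER15* and from −0.054 to 0.84 for *PER49*. Without the batch as a block, the value of *PER15* in *sgn3* at 480 min was −0.0072. The effects in *sgn3* at 480 min differed from those in wild type by −4.03 for *PER15* (edgeR adjusted *P* = 2.3e-07) and by −3.98 for *PER49* (edgeR adjusted *P* = 4.2e-07).

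**Figure D3:**
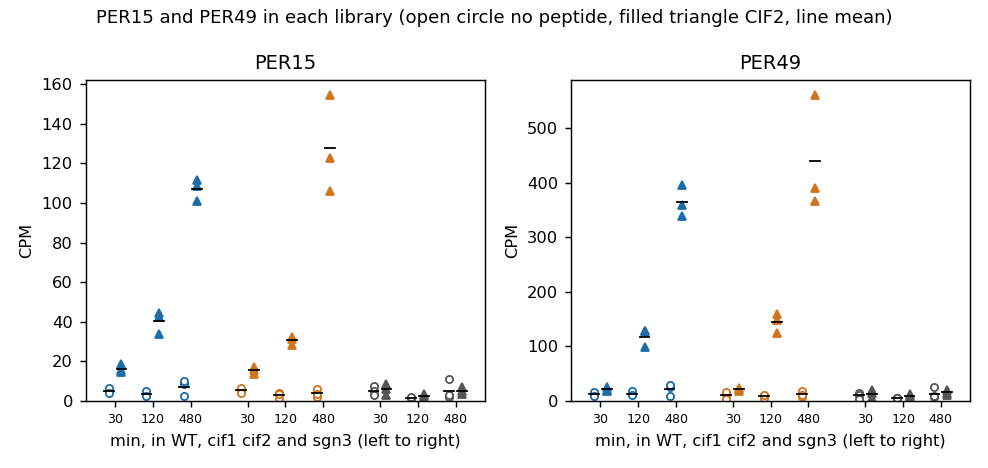
Expression of *PER15* and *PER49* in CPM in each library, against time in minutes, for wild type, *cif1 cif2* and *sgn3*. Open circles are libraries without peptide, filled triangles libraries with CIF2, and lines are means of 3 libraries. In wild type at 480 min, the mean of *PER49* is 365.3 CPM with CIF2 and 20.8 CPM without.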

In qPCR analysis, both peroxidase genes still showed a slight, but significant upregulation upon CIF treatment in the *sgn1* mutant (compared to the complete absence of response in *sgn3*) (Fig 6E–H), clearly indicating that, as for ROS production, SGN1 is an important, yet not absolutely required, downstream component in CIF‐regulated gene expression. When directly plotting peroxidase fold inductions in *rbohF*,* rbohD,* and double mutant, a seemingly strong attenuation was observed (Fig 6F and H). However, when independently plotting gene expression in treated and untreated conditions (Fig 6E and G), this lower fold induction is largely explained by an already significant basal increase in marker gene expression in *rbohF* and *rbohD rbohF* double mutants. Indeed, both mutants display an absence of Casparian strips, which should lead to an endogenous stimulation of the SGN3 pathway, nicely supporting the barrier surveillance model. Absolute expression of both marker genes in the NADPH oxidase mutants is in effect higher than in wild type after CIF treatment, leading us to conclude that ROS production and gene activation in response to CIF are two independent branches of this signaling pathway, with the branching occurring downstream of the SGN1 kinase. We finally wanted to know whether the mislocalization of the SGN1 kinase reported initially is only affecting CIF/SGN3 signaling at the plasma membrane, or whether it also affects gene activation. We found that both *PER15* (Fig 6I) and *PER49* (Fig 6J) are dramatically upregulated in the non‐polar SGN1 lines, independent of exogenous peptide application, strongly corroborating our model whereby the SCHENGEN pathway function crucially depends on the correct subcellular localization of its downstream kinase.

## Discussion

The data presented here sketch out an entire signaling pathway. Previously, SGN3 had been established as the receptor for CIF1 and 2, but its connection to SGN1 had exclusively been based on genetic evidence. Here, we show that SGN3, SGN1, and RBOHD/F are, biochemically and functionally, part of a signal transduction chain, leading directly from localized peptide perception to localized ROS production and lignification (Fig 7A). Moreover, the pathway branches downstream of SGN1, leading to MAP kinase activation and stimulation of gene expression. Some of the most strongly induced genes being peroxidases and laccases would further enhance and sustain lignification. The SCHENGEN pathway therefore elegantly integrates fast, plasma membrane‐based responses that maintain positional information (ROS and lignin are produced close to where the ligand is perceived) and slower, gene expression‐based responses, which have lost positional information, but would allow to enhance and maintain the ROS burst‐controlled activation of peroxidases (Fig 7A).

**Figure 7:**
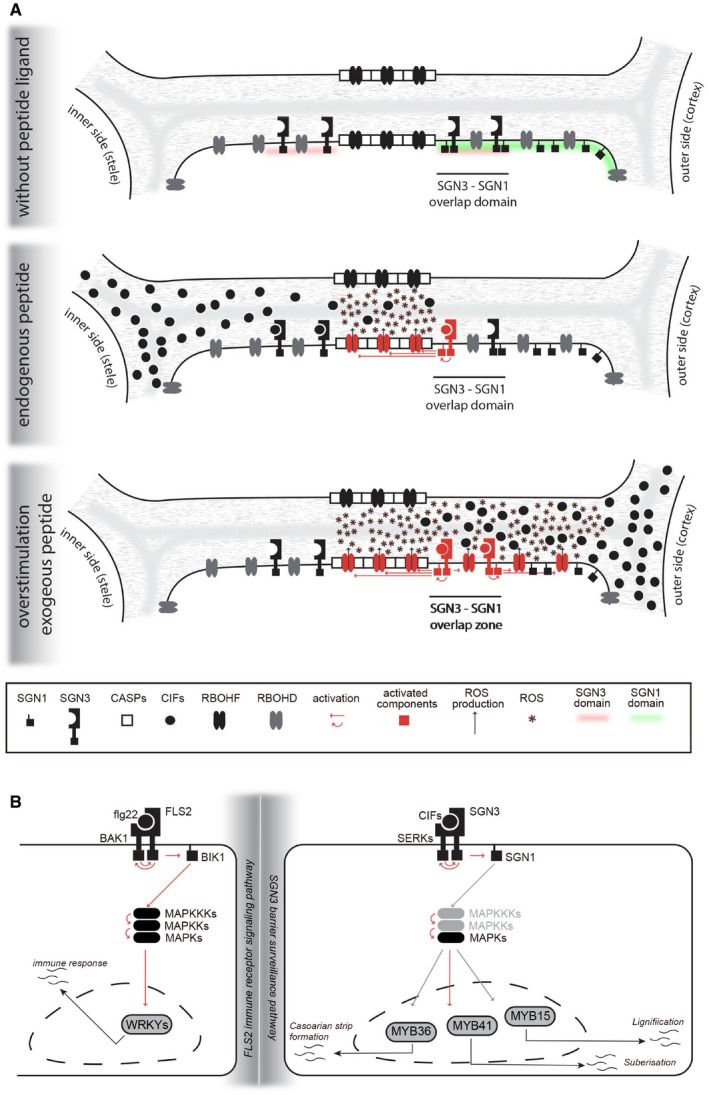
Overview of the plasma membrane‐based and nuclear branches of the SGN3 pathway A, B(A) Schematic of the spatially restricted activation of ROS production at the plasma membrane after CIF stimulation (B) Comparison of the components of the cytoplasmic/nuclear signaling cascades induced by the flg22 bacterial pattern peptide (left) and the CIF peptides (right). Note that all of the signaling components in the two pathways belong to the same gene families, with the exception of the transcription factors. Components for which there is currently no direct experimental evidence are marked in gray, as are arrows indicating activation events that have not yet been experimentally established.

The SCHENGEN pathway bears a striking overall resemblance to well‐established signaling pathways for perception of MAMPs (Fig 7B). In MAMP perception, structurally similar receptor kinases, such as FLS2 or EFR, bind to microbial patterns and interact with the SERK family of co‐receptors (Chinchilla *et al*, 2007), as is the case for SGN3 (Okuda *et al*, 2020). The signal is then transduced through kinases of the RLCKVII family, such as BIK1 or PBLs, which are homologs of SGN1 (Liang & Zhou, 2018). BIK1 in turn was shown to phosphorylate RBOHD, driving the well‐described MAMP‐induced ROS burst (Kadota *et al*, 2014; Li *et al*, 2014). Moreover, it has recently been shown that kinases of the RLCKVII family directly phosphorylate MAPKKKs, which now mechanistically explains how MAMP perception induces MAP kinase phosphorylation (Bi *et al*, 2018). It is thus tempting to speculate that the SCHENGEN pathway represents an ancient neo‐functionalization of an immune receptor pathway. Indeed, this has been proposed recently and it was pointed out that the closest receptor homologs to SGN3 and GSO2 are PEPR1 and PEPR2 (Creff *et al*, 2019). The latter are receptors to an endogenous plant peptides (AtPEPs), whose activities resemble that of MAMPs and are best thought of as “phytocytokines”, i.e., agents able to induce an immune‐like response in cells that have not yet encountered MAMPs (Gust *et al*, 2017). Such an original phytocytokine might then have been neo‐functionalized to induce pre‐formed defensive cell wall barriers in a developmental context, in the absence of any actual biotic or abiotic stress. MAMP perception and MAMP‐induced ROS production are found already in mosses and clearly precede the wide‐spread adoption of lignin as a major, cell wall‐reinforcing polymer (Weng & Chapple, 2010; Bressendorff *et al*, 2016). Moreover, lignin was speculated to originate from phenylpropanoid‐derived defense compounds, making it plausible that immune signaling pathways have been at the origin of developmental regulation of lignification. The intriguing innovation of the SCHENGEN pathway would then reside in the subcellular arrangement of its signaling components, especially that of SGN1. Indeed, we demonstrate that polar localization of SGN1 to the outside of the Casparian strip domain is crucial for barrier function—since its simple mislocalization to the inside leads to ligand‐ and receptor‐dependent overlignification at inner cell corners. Thus, the only feature that arrests signaling in wild type is the formation of a lignified diffusion barrier in the cell wall, preventing access of the stele‐produced peptides to SGN3 receptors at the outer domain—as the only population able to stimulate the polar SGN1 kinase. Since we have shown here that a main read‐out of the SCHENGEN pathway is cell wall lignification itself, this designs a fascinating, spatial negative‐feedback loop, in which SCHENGEN pathway‐stimulated lignification feedback regulates itself once enough lignin has been produced to form a tight diffusion barrier and to fully prevent further CIF peptide penetration to the outside.

It will be important to further describe the extent to which the SCHENGEN pathway uses components of MAMP signaling (as, for example, the requirement for SERK‐family co‐receptors, which has not been demonstrated yet for SGN3), but we propose that our findings on the SCHENGEN pathway function can already be of considerable interest for MAMP receptor signaling. The particular, restricted spatial overlap of receptor and downstream kinase has allowed us to visualize that, even if NADPH oxidases are non‐localized (as in the case of RBOHD), ROS can be locally produced in a micrometer‐scale region at the plasma membrane, through localized receptor stimulation. In MAMP receptor signaling, the non‐localized nature of both MAMP receptor and NADPH oxidase would not have allowed to visualize this unexpected degree of spatial control. Yet, during actual microbial infections, highly localized receptor stimulation and ROS production might indeed occur and be relevant for the outcome of the immune response. In addition, while it is established that MAMP‐stimulated ROS production is an important part of the immune response, its direct molecular downstream action is not well understood. Lignin production has long been associated with immune responses, as well as responses to cell wall damage, yet a direct molecular connection from MAMP perception to lignification has rarely been drawn (Chezem *et al*, 2017). It will be intriguing to investigate whether and how much MAMP‐induced ROS production is actually used for lignification during defense and to which degree this explains the importance of ROS in plant defense responses.

The SCHENGEN pathway might not be limited to the regulation of lignified diffusion barriers, as it has been shown that it is also important in the formation of the embryonic cuticle. The peptide ligand used in this context has not been identified, and it remains unclear whether an equally precise barrier surveillance mechanism is also acting to ensure separation of endosperm and embryo during embryonic cuticle formation (Creff *et al*, 2019). In this context, the SCHENGEN pathway might be used to drive production and deposition of cutin instead of lignin and suberin as in the case of the endodermis. In the future, it will be fascinating to investigate whether the SCHENGEN pathway is of even broader developmental significance and to understand the molecular basis that enables its distinct, organ, and cell type‐specific activities.

## Materials and Methods

### Plant material and growth conditions

For all experiments, *Arabidopsis thaliana* (ecotype Columbia) was used. The T‐DNA‐tagged lines, *sgn1‐2* (SALK_055095C), and *sgn3‐3* (SALK_043282) were obtained from NASC (Pfister *et al*, 2014; Alassimone *et al*, 2016). *rbohD dSpm*,* rbohF dSpm,* and *rbohD dSpm rbohF dSpm* are described in Tissier *et al* (1999); Torres *et al* (2002). *esb1‐1* was kindly shared by Prof. David Salt's group (Baxter *et al*, 2009; Hosmani *et al*, 2013). The *cif1‐2 cif2‐2* double mutant was generated by CRISPR‐Cas9 method (Fauser *et al*, 2014) using 5′‐ gctttggtttaggactggag ‐3′ as a protospacer sequence to target both CIF1 and CIF2 loci.

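The protospacer GCTTTGGTTTAGGACTGGAG matches the TAIR10.1 reference exactly at 1 place, on the minus strand of chromosome 4 from 16529904 to 16529923, followed by the bases TGG. The place lies in AT4G34600, a gene on the plus strand from 16529058 to 16530228, in coding exon 3 of 3 (16529839 to 16529958) of the transcript used. In another annotated transcript of the gene the coding sequence ends upstream of it. On the strand of the protospacer, the 20 bases before the match are CTTGAAAGGAGGTCTCACGA and the 20 bases after it TGGCCATAGTCTCTTGAATT. AT2G16385 is a gene whose protein is described in the annotation by its best Arabidopsis match, AT4G34600. It lies on chromosome 2 from 7094743 to 7095824. Its closest match to the protospacer, on the minus strand from 7095503 to 7095522 in coding exon 3 of 3 (7095438 to 7095557), reads GTCTAGGTGACGGACTGTTG and is followed by TTC. It has 8 mismatches, C2T, T3C, T5A, T9G, T10A, A11C, G18T and A19T, with positions counted from 1 at the 5′ end of the protospacer. Across the genome, 0 places had 1 or 2 mismatches, and 13 had 3 mismatches, 0 of them followed by NGG. In the RNA data, AT2G16385 was at 4.84 ± 1.24 CPM in *cif1 cif2* (SD, n = 18), 4.61 ± 1.32 CPM in wild type (SD, n = 18) and 4.69 ± 1.26 CPM in *sgn3* (SD, n = 18), over all treatments and times. The paper shows a 1-base insertion in each of the *CIF1* and *CIF2* loci (Fig EV1D). Which genes are *CIF1* and *CIF2* was not settled here. The mismatches and the RNA levels therefore do not speak against these insertions.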

*pCASP1::CASP1–GFP* marker line was crossed into *sgn1‐2*,* sgn3‐3,* or *cif1‐2 cif2‐2*. The *pCASP1::myrpalm SGN1* construct was independently transformed into each mutant background using the floral dip method (Clough & Bent, 1998). For observations and histological analysis, seeds were kept for 2 days at 4°C in the dark for stratification and then grown for 5 days at 22°C under 16‐h light/8‐h dark vertically on solid half‐strength Murashige–Skoog (MS) medium. Cycloheximide (Sigma) and diphenyleneiodonium chloride (Sigma) were prepared as 50 mM water stock solution and as 20 mM DMSO stock solution, respectively.

### Plasmid construction

To generate myrpalm SGN1, GGCFSKK (5′‐ GGAGGATGCTTCTCTAAGAAG ‐3′) (Vermeer *et al*, 2004) was added to SGN1 cDNA right after the start codon by inverse PCR. This SGN1 variant was combined with pCASP1 and mCitrine coding sequence by LR clonase (Thermo Fisher Scientific). Coding sequences of RBOHF 2–383 a.a. and RBOHD 1–376 a.a. were inserted between BamHI and XhoI sites of a modified pET24(+) vector, in which GST (glutathione S‐transferase) was added to the N‐terminus. For constructing a GST‐SGN3 kinase domain vector, a cDNA fragment coding for 899 a.a. to 1249 a.a. of SGN3 was fused into pDEST15 by Gateway LR reaction. TF‐SGN1 was as described previously (Alassimone *et al*, 2016). Kinase‐dead mutations in SGN1 (K134E) and SGN3 (K979E) were introduced by site‐directed mutagenesis.

### Protein expression in bacteria and purification

Glutathione S‐transferase or trigger factor (TF) proteins were expressed from pGex6p‐1 or pCold‐TF vectors in BL21 (DE3) CodonPlus RIL and purified in a glutathione sepharose column (Thermo Fisher Scientific) or a Co‐Sepharose column (Clontech) according to the manufacturer's protocols. GST‐RBOHD N‐ter and GST‐RBOHF N‐ter were produced and purified as described in Drerup *et al* (2013). Bacterially expressed GST‐SGN3 kinase domain (WT or kinase dead) in BL21 (DE3) CodonPlus RIL was purified with a glutathione sepharose column following the manufacture's protocol. For TF‐SGN1 (WT or kinase dead), we followed the method in the previous report (Alassimone *et al*, 2016). The buffer of all proteins was changed to 50 mM HEPES‐KOH pH7.5 and 1 mM DTT with PD‐10 or NAP‐5. Purified kinase protein solutions were mixed with glycerol to 30% [v/v] final concentration and kept at −20°C until use.

### *In vitro* kinase assay

*In vitro* kinase assay was done as described previously (Alassimone *et al*, 2016) with small modifications. Purified 250 ng GST‐SGN3 kinase domain was incubated with 250 ng TF‐SGN1 or TF proteins in reaction buffer (50 mM HEPES‐KOH pH7.5, 1 mM MnCl_2_. 1 mM DTT, 1 mM ATP, 185,000 Bq [γ‐^32^P] ATP) at 30°C for 30 min. 250 ng TF‐SGN1 and 1 μg GST or 500 ng GST‐N‐terminal cytoplasmic domains of RBOHD or F were treated in the same way as above. The reaction was stopped by adding 4 × LDS sample buffer (Invitrogen) and heating at 75°C for 10 min. The samples were separated on 4–12% gradient Nu‐PAGE gels or 10% Nu‐PAGE gels (Invitrogen). After drying the gels, signal was detected using Typhoon FLA7000 (GE Healthcare).

### Western blotting

Plants were grown in liquid MS medium supplemented with 0.5% sucrose with cell strainer for 5 days under long day (18‐h light/6‐h dark) condition after 2‐day vernalization at 4°C. Hydroponically grown seedlings were transferred into fresh liquid MS medium containing 0.5% sucrose with or without 1 μM CIF2 peptide and incubated for 15 min. The seedlings were immediately frozen in liquid nitrogen and ground by TissueLyser II (Qiagen). Extraction buffer (20 mM Na phosphate pH 7.4, 150 mM NaCl, 1 mM EDTA, 0.1% Tween, 50 mM β glycerophosphate, 0.5 mM PMSF, 100 μM sodium orthovanadate, 5 mM Na fluoride, Complete cocktail) was added to the frozen samples. The samples were briefly mixed by vortex and centrifuged at 20,400 × *g* for 15 min at 4°C. The supernatant was transferred in new tubes and measured the concentration by Bradford method (Thermo Fisher Scientific). Equal amount of protein was loaded (20 μg/lane) and separated in 10% acrylamide gel (Eurogentec). After the electrophoresis, the separated proteins were transferred onto nitrocellulose membrane (Amersham, GE Healthcare) by XCell SureLock (Invitrogen) and stained with Ponceau S to show the loading control. The blot was incubated in blocking buffer (3% skim milk in TBS) for 1 h and probed with anti‐phospho‐p42, p44 antibody (1:1,000 dilution, Cell Signaling Technologies #9101) in 0.5% skim milk in TBS‐0.1% Tween for overnight at 4°C. After washing the blot three times with TBS‐0.1% Tween, the blot was treated with anti‐rabbit secondary antibody (1:30,000 dilution, Agrisera) in 0.5% skim milk in TBS‐0.1% Tween for 1 h and washed three times with TBS‐0.1% Tween. Signals were detected on X‐ray film with SuperSignal West Femto Kit (Thermo Scientific). For the MPK6 detection, the membrane was stripped (Pierce), incubated in blocking buffer for 1 h, and probed with anti‐MPK6 antibody (1:10,000 dilution, Sigma) in blocking buffer for 1 h at room temperature. After washing the blot three times with TBS‐0.1% Tween, the membrane was treated with anti‐rabbit secondary antibody (1:30,000, Agrisera) in blocking buffer and washed three times. Signal was detected with SuperSignal West Femto kit (Thermo Scientific).

### Confocal microscopes

Confocal pictures were obtained using Leica SP8 or Zeiss LSM 880 confocal microscopes. The excitation and detection window were set to obtain signal as follows: When using Leica SP8 (excitation, detection window), GFP (488 nm, 500–550 nm), mCitrine, (514 nm, 518–560 nm), mCitrine/mCherry, (514 nm and 594 nm, 518–560 nm, 600–650 nm, sequential scan), when using Zeiss LSM880 (excitation, detection window), GFP (488 nm, 500–550 nm), Calcofluor White (405 nm, 425–475 nm), Basic Fuchsin (561 nm, 570–650 nm) and Fluorol Yellow (488 nm, 500–550 nm).

### PI assay

PI assay was done as described previously (Lee *et al*, 2013) with small changes. Seedlings were incubated in water containing 10 μg/ml PI for 10 min and transferred into fresh water. The number of endodermal cells was scored using a Zeiss LSM 700 confocal microscope (excitation 488 nm, SP640, split at 570 nm) from the onset of cell elongation (defined as endodermal cell length being more than two times than width in the median, longitudinal section) until PI could not penetrate into the stele.

### Scoring discontinuities in CS domain

CASP1‐GFP signal was obtained by Leica SP8 as 1 μm step z‐stack images from 5‐day‐old seedlings. After the images were projected as maximum projections, total lengths of CS domains were measured in maximum projections and the number of discontinuities in the domain was counted manually.

### Lignin and cell wall staining

ClearSee‐adapted cell wall staining was performed as described in recent publications (Kurihara *et al*, 2015; Ursache *et al*, 2018). Briefly, 7–8 five‐day‐old seedlings were fixed in 3 ml 1 × PBS containing 4% paraformaldehyde for 1 h at room temperature in 12‐well plates and washed twice with 3 ml 1 × PBS. Following fixation, the seedlings were cleared in 3 ml ClearSee solution under gentle shaking. After overnight clearing, the solution was exchanged to new ClearSee solution containing 0.2% Fuchsin and 0.1% Calcofluor White for lignin and cell wall staining, respectively. The dye solution was removed after overnight staining and rinsed once with fresh ClearSee solution. The samples were washed in new ClearSee solution for 30 min with gentle shaking and washed again in another fresh ClearSee solution for at least one overnight before observation.

### Methanol‐based Fluorol Yellow staining of *Arabidopsis* root suberin

Vertically grown 5‐day‐old seedlings were incubated in methanol for 3 days at room temperature. The cleared seedlings were transferred to a freshly prepared solution of Fluorol Yellow 088 (0.01%, in methanol) and incubated for 1 h. The stained seedlings were rinsed shortly in methanol and transferred to a freshly prepared solution of aniline blue (0.5%, in methanol) for counterstaining. Finally, the seedlings were washed for 2–3 min in water and transferred to a chambered coverglass (Thermo Scientific), covered with a piece of 1% half‐strength MS agar, and imaged using a Zeiss LSM 880 confocal microscope as described above.

### Detection of H_2_O_2_ production *in situ* using transmission electron microscopy

Visualization of H_2_O_2_ production around Casparian strip was done by cerium chloride method as described previously (Bestwick *et al*, 1997; Lee *et al*, 2013) with some modifications. Four‐day‐old *Arabidopsis* seedlings were transferred onto fresh 1/2 MS solid medium with or without 1 μM CIF2 and incubated for 24 h. After the peptide treatment, the seedlings were incubated in 50 mM MOPS pH7.2 containing 10 mM CeCl_3_ for 30 min. After incubation with CeCl_3_, seedlings were washed twice in MOPS buffer for 5 min and fixed in glutaraldehyde solution (EMS, Hatfield, PA) 2.5% in 100 mM phosphate buffer (pH 7.4) for 1 h at room temperature. Then, they were post‐fixed in osmium tetroxide 1% (EMS) with 1.5% of potassium ferrocyanide (Sigma, St. Louis, MO) in phosphate buffer for 1 h at room temperature. Following that, the plants were rinsed twice in distilled water and dehydrated in ethanol solution (Sigma) at gradient concentrations (30% 40 min; 50% 40 min; 70% 40 min; two times (100% 1 h). This was followed by infiltration in Spurr resin (EMS) at gradient concentrations [Spurr 33% in ethanol, 4 h; Spurr 66% in ethanol, 4 h; Spurr two times (100% 8 h)] and finally polymerized for 48 h at 60°C in an oven. Ultrathin sections 50 nm thick were cut transversally at 1.3 ± 0.1 mm from the root tip, on a Leica Ultracut (Leica Microsystems GmbH, Vienna, Austria) and picked up on a copper slot grid 2 × 1 mm (EMS) coated with a polystyrene film (Sigma). Micrographs were taken with a transmission electron microscope FEI CM100 (FEI, Eindhoven, The Netherlands) at an acceleration voltage of 80 kV and 11,000 × magnification (pixel size of 1.851 nm, panoramic of 17 × 17 pictures), exposure time of 800 ms, with a TVIPS TemCamF416 digital camera (TVIPS GmbH, Gauting, Germany) using the software EM‐MENU 4.0 (TVIPS GmbH, Gauting, Germany). All the pictures were taken using the same beam intensity, and panoramic aligned with the software IMOD (Kremer *et al*, 1996). For quantification, thresholding of cerium precipitate on pictures was scored using IMOD software (Kremer *et al*, 1996). Briefly, all pictures subjected to the quantification were normalized to one picture, a section from non‐treated wild‐type seedlings, by comparing the gray value of plastids in pericycle cells. After normalization, cell wall spaces from the beginning of the Casparian strip at the pericycle side until the cortex corner between endodermal cells were selected and one identical threshold setting was applied to all pictures in order to highlight signals around Casparian strips. The values were shown as a percentage of thresholded pixels to selected area.

### ROS production assay in HEK cells

Measurements of RBOHD and RBOHF activity were performed as described in Han *et al* (2019) with some modifications. RBOHD or RBOHF was transiently expressed in HEK293T cells with or without co‐expression of SGN1 or myrpalm SGN1. HEK293T cells were cultivated at 5% CO_2_ and 37°C in Dulbecco's modified Eagle's medium (DMEM) mixture F‐12HAM (Sigma) enriched with 10% fetal bovine serum. Before transfection, lysine‐coated white 96‐well plates were inoculated with HEK293T cells and incubated for 24 h. For the transient transfection of the cells, GeneJuice transfection reagent (Novagen) was used according to the manufacturer's guidelines. The transfected expression cassettes were cloned into modified pEF1 vectors (Drerup *et al*, 2013). Each well was transfected with 110 ng of plasmid mixture (50 ng pEF1‐RBOH; 30 ng of each effector; empty pEF1 vector to ensure equal loading). Transfected cells were incubated for 48 h and subsequently measured in a buffer consisting of Hank's Balanced Salt Solution (Gibco) with 62 μM L‐012 and 60 μg/ml HRP. To stimulate SGN1, calyculin A, a phosphatase inhibitor, was added at the final concentration of 0.1 μM directly before the start of the measurements. ROS production was measured in a LB 943 Mithras² (Berthold) microplate reader and is presented as relative luminescence units s^−1^ (RLU s^−1^) in graphs. For all experiments, the values were gained from 6 wells measured in parallel and average values were plotted with SD. Experiments have been repeated three times.

### Sample preparation for RNA‐seq experiments

Wild‐type, *sgn3‐3,* and *cif1‐2 cif2‐2* were grown on solid half MS medium with mesh for 5 days and transferred onto fresh half MS medium with or without 100 nM CIF2. After 30‐, 120‐, or 480‐min incubation, aerial parts were cut off and whole roots were collected. Samples were immediately frozen in liquid nitrogen, and RNA was extracted using a TRIzol‐adapted ReliaPrep RNA extraction kit (Promega).

### RNA‐seq library preparation and sequencing

RNA‐seq libraries were prepared as described in Jan *et al* (2019). In brief, RNA quality was assessed on a Fragment Analyzer (Advanced Analytical Technologies, Inc., Ankeny, IA, USA). RNA‐seq libraries were prepared using 1,000 ng of total RNA and the Illumina TruSeq Stranded mRNA reagents (Illumina; San Diego, California, USA) on a Sciclone liquid handling robot (PerkinElmer; Waltham, Massachusetts, USA) using a PerkinElmer‐developed automated script. Cluster generation was performed with the resulting libraries using the Illumina TruSeq SR Cluster Kit v4 reagents and sequenced on the Illumina HiSeq 2500 using TruSeq SBS Kit v4 reagents. Sequencing data were processed using the Illumina Pipeline Software version 2.20.

### RNA‐seq data processing and analysis

Data processing was performed by the Lausanne Genomic Technologies Facility using their in‐house RNA‐seq pipeline. It includes purity‐filtered read trimming for adapters and low‐quality sequences with Cutadapt (v. 1.8) (Martin, 2011). Removal of reads matching ribosomal RNA sequences was done with fastq_screen (v. 0.11.1), followed by low complexity read filtering with reaper (v. 15‐065) (Davis *et al*, 20132013). Cleaned reads were aligned against *Arabidopsis thaliana* TAIR10 genome using STAR (v. 2.5.3a) (Dobin *et al*, 2013). Read counts were obtained per gene locus with htseq‐count (v. 0.9.1) (Anders *et al*, 2015) using A. thaliana TAIR10 Ensembl 39 gene annotation. The quality of the data alignment was evaluated with RSeQC (v. 2.3.7; Wang *et al*, 2012).

Gene‐level statistical analysis was performed in R (R version 3.4.3). Filtering of genes with low counts was achieved based on the rule of 1 count per million (cpm) in at least 1 sample. TMM normalization was applied for library sizes scaling followed by log‐transformation into counts per million or CPM (EdgeR package version 3.20.8; Robinson *et al*, 2010). PCA was computed using normalized values corrected for batch effect using limma function removeBatchEffect.

Differential expression was computed with limma‐trend approach (Ritchie *et al*, 2015) by fitting all samples into one linear model. The batch factor was added to model matrix.

Pairwise comparisons treated vs untreated per time point were assessed using moderated t‐tests. The adjusted *P*‐value is computed by the Benjamini–Hochberg method, controlling for false discovery rate (FDR or adj.*P*.Val).
Differential expression of untreated mutant vs wt per time point was assessed using moderated *F*‐test and post hoc classification. The adjusted *P*‐value is computed by the Benjamini–Hochberg method, controlling for false discovery rate (FDR or adj.*P*.Val).
Differential expression of treated vs untreated over time paired by genotype was assessed using moderated F‐test and post hoc classification. The adjusted *P*‐value is computed by the Benjamini–Hochberg method, controlling for false discovery rate (FDR or adj.*P*.Val).
Interaction between time and treatment (paired by genotype, excluding SGN3 of the model) was assessed using moderated *F*‐test. The adjusted *P*‐value is computed by the Benjamini–Hochberg method, controlling for false discovery rate (FDR or adj.*P*.Val).
Time effect in untreated conditions (paired by genotype, excluding SGN3 of the model) was assessed using moderated *F*‐test. The adjusted *P*‐value is computed by the Benjamini–Hochberg method, controlling for false discovery rate (FDR or adj.*P*.Val).

Genes were considered significant in further analysis if the adjusted *P*‐value was equal or below 0.05 and the log_2_ fold change was ≥ 1. Heatmaps were constructed using the package ComplexHeatmap (v1.99.4, Pearson distance for row clustering; Gu *et al*, 2016). Genes were clustered using kmeans (factoextra v1.0.5, https://github.com/kassambara/factoextra) using a non‐supervised approach resulting in 3 suggested clusters. We found that 4 inferred clusters split one gene cluster in a more sensible way and adjusted the number of clusters accordingly to four. GO analysis was conducted using the package topGO (v. 2.34.0, weight01 algorithm; Alexa & Rahnenfuhrer, 2019). GO annotations were obtained through Biomart (version 2.40.0, Ensembl Plants release 43—April 2019; Durinck *et al*, 2009). Genes for pathway‐specific heatmaps were obtained from the corresponding GO term through the Ensembl Plant database.

### qPCR analysis

For the CIF2 peptide treatment, 5‐day‐old seedlings grown on half MS were moved to fresh 1/2 MS medium in the absence or presence of 100 nM CIF2 and incubated for 30 or 120 min. Otherwise, the plants were grown with mesh. Only root parts (around 100 mg) were collected at each time point, and total RNA was extracted using a TRIzol‐adapted ReliaPrep RNA Tissue Miniprep Kit (Promega). Reverse transcription was carried out with PrimeScript RT Master Mix (Takara). All steps were done as indicated in the manufacturer's protocols. The qPCR was performed on an Applied Biosystems QuantStudio3 thermocycler using a MESA BLUE SYBR Green kit (Eurogentech). All transcripts are normalized to *Clathrin adaptor complexes medium subunit family protein* (*AT4G24550*) expression. All primer sets are indicated in Table EV3.

### Statistical analysis for experiments

All statistic‐related analysis was done with R software (R Core Team, 2013) (https://www.r-project.org/). For multi‐comparison analysis, one‐way ANOVA was carried out and Tukey's test was subsequently performed.

## Author contributions

SF and NG conceived the project. SF, TGA, and NG designed the experiments. SF, DDB, KHE, PK, TGA, VDT, AP, PM, RU, VGD, MB, and AC performed the experimental work. DDB, TGA, ES‐S, and JD performed image quantification and RNA‐seq analysis. SF and NG wrote the manuscript. GI, JK, and all other authors revised the manuscript and were involved in the discussion of the work.

## Conflict of interest

The authors declare that they have no conflict of interest.

## Supporting information

Appendix Click here for additional data file.

Expanded View Figures PDF Click here for additional data file.

Table EV1 Click here for additional data file.

Table EV2 Click here for additional data file.

Table EV3 Click here for additional data file.

Movie EV1 Click here for additional data file.

Review Process File Click here for additional data file.

## Data Availability

All data to support the conclusions of this manuscript are included in the main text and supplementary materials. The full RNA‐seq dataset was deposited in GEO (accession GSE144182, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE144182).

# Supplementary material for: SCHENGEN receptor module drives localized ROS production and lignification in plant roots
**Source:** EMBO J. 2020 Mar 18;39(9):e103894. doi: 10.15252/embj.2019103894
**Supplement:** Supplementary file 1 — Appendix

## **Appendix Fujita et al.**

### TABLE OF CONTENTS

Appendix Figure S1

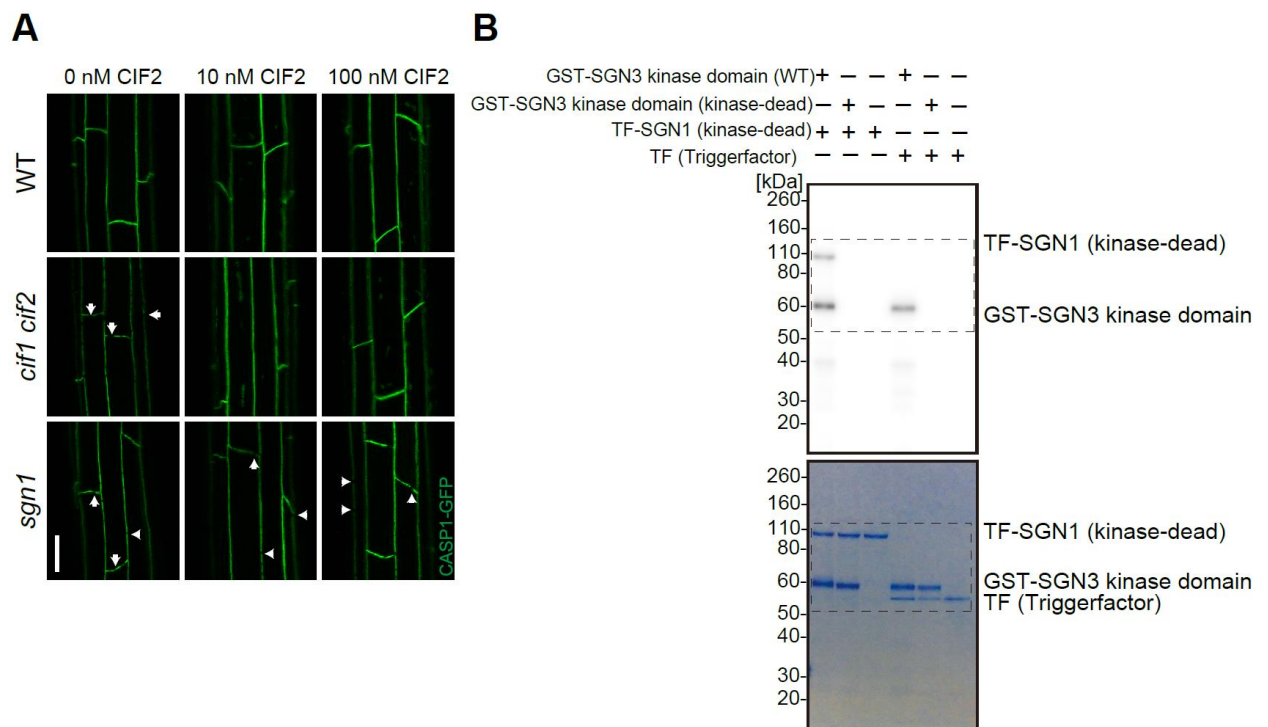

**Appendix Figure S1 SGN1 acts as a transducer of CIF2 signaling and is phosphorylated by the SGN3 receptor**

(A) Representative images of CASP1-GFP localization pattern after 5-day in the presence or absence of 10 or 100 nM CIF2. These pictures are part of the data used for quantification in Fig2A. Arrowheads highlight some of the discontinuities in the mutant CSDs. Scale bar = 20  $\mu$ m.

(B) Full scan of the gels corresponding to Figure 2C. The regions in the dashed boxes are presented in Fig. 2C.

# Supplementary material for: SCHENGEN receptor module drives localized ROS production and lignification in plant roots
**Source:** EMBO J. 2020 Mar 18;39(9):e103894. doi: 10.15252/embj.2019103894
**Supplement:** Supplementary file 2 — Expanded View Figures PDF

## Expanded View Figures

### Figure EV1. Apolar SGN1 leads to ectopic lignin accumulation in endodermal cells.

- A PI penetration assay. Scoring of number of cells after the onset of cell elongation until PI signal is excluded from the inner side of the endodermis (10 roots in total were tested in each condition during two independent assays). In the box plot, boxes are showing ranges from the first to third quartiles, and the bold central lines display median. Upper and lower whiskers extend to the maximum or minimum values no further than 1.5 times IQR. Different letters indicate significant statistical differences ( $P < 0.01$ , one-way ANOVA and Tukey test).
- B Localization of CASP1-mCherry, driven by CASP1 promoter, in *pCASP1::SGN1-Citrine* or *pCASP1::myrpalmSGN1-Citrine* transgenic lines. For each crossed line, more than 10 roots were observed and showed similar localization patterns. Scale bar = 10  $\mu$ m.
- C Localization patterns of SGN1 (WT, kinase dead (KD)), myrpalm-SGN1 (WT and KD), and lignin deposition patterns in each indicated transgenic line. Arrowheads indicate excess lignification. For this experiment, two independent lines were tested. From each transgenic line, 2 spots from 12 roots were observed and representative pictures are shown. Scale bars are 10  $\mu$ m in SGN1-Cit, 5  $\mu$ m in lignin and cell wall pictures, 20  $\mu$ m in overview of lignin deposition.
- D One-base pair insertion sites of *cif1-2* and *cif2-2*. Red letters indicate inserted bases in each locus.
- E PI penetration phenotype of the *cif1 cif2* double mutant with or without 100 nM peptide treatment. Seedlings were germinated on the medium with or without peptides. At least five roots were observed in each condition. Asterisks indicate the stele. Scale bar = 40  $\mu$ m.
- F Whole root views of suberin deposition patterns in polar- or apolar-SGN1 transgenic lines. *esb1* (*enhanced suberin 1*) is shown as a representative oversubерized mutant. Scale bar = 500  $\mu$ m.
- G Quantification of the ratio of suberized zones and root lengths in each mutant or transgenic line. *esb1* is shown as a representative oversubерized mutant. In the box plot, boxes are showing ranges from the first to third quartiles, and the bold central lines display median. Upper and lower whiskers extend to the maximum or minimum values no further than 1.5 times IQR. Different letters are indicating statistically significant differences ( $n = 16\text{--}36$  roots,  $P < 0.01$ , ANOVA and Tukey test).

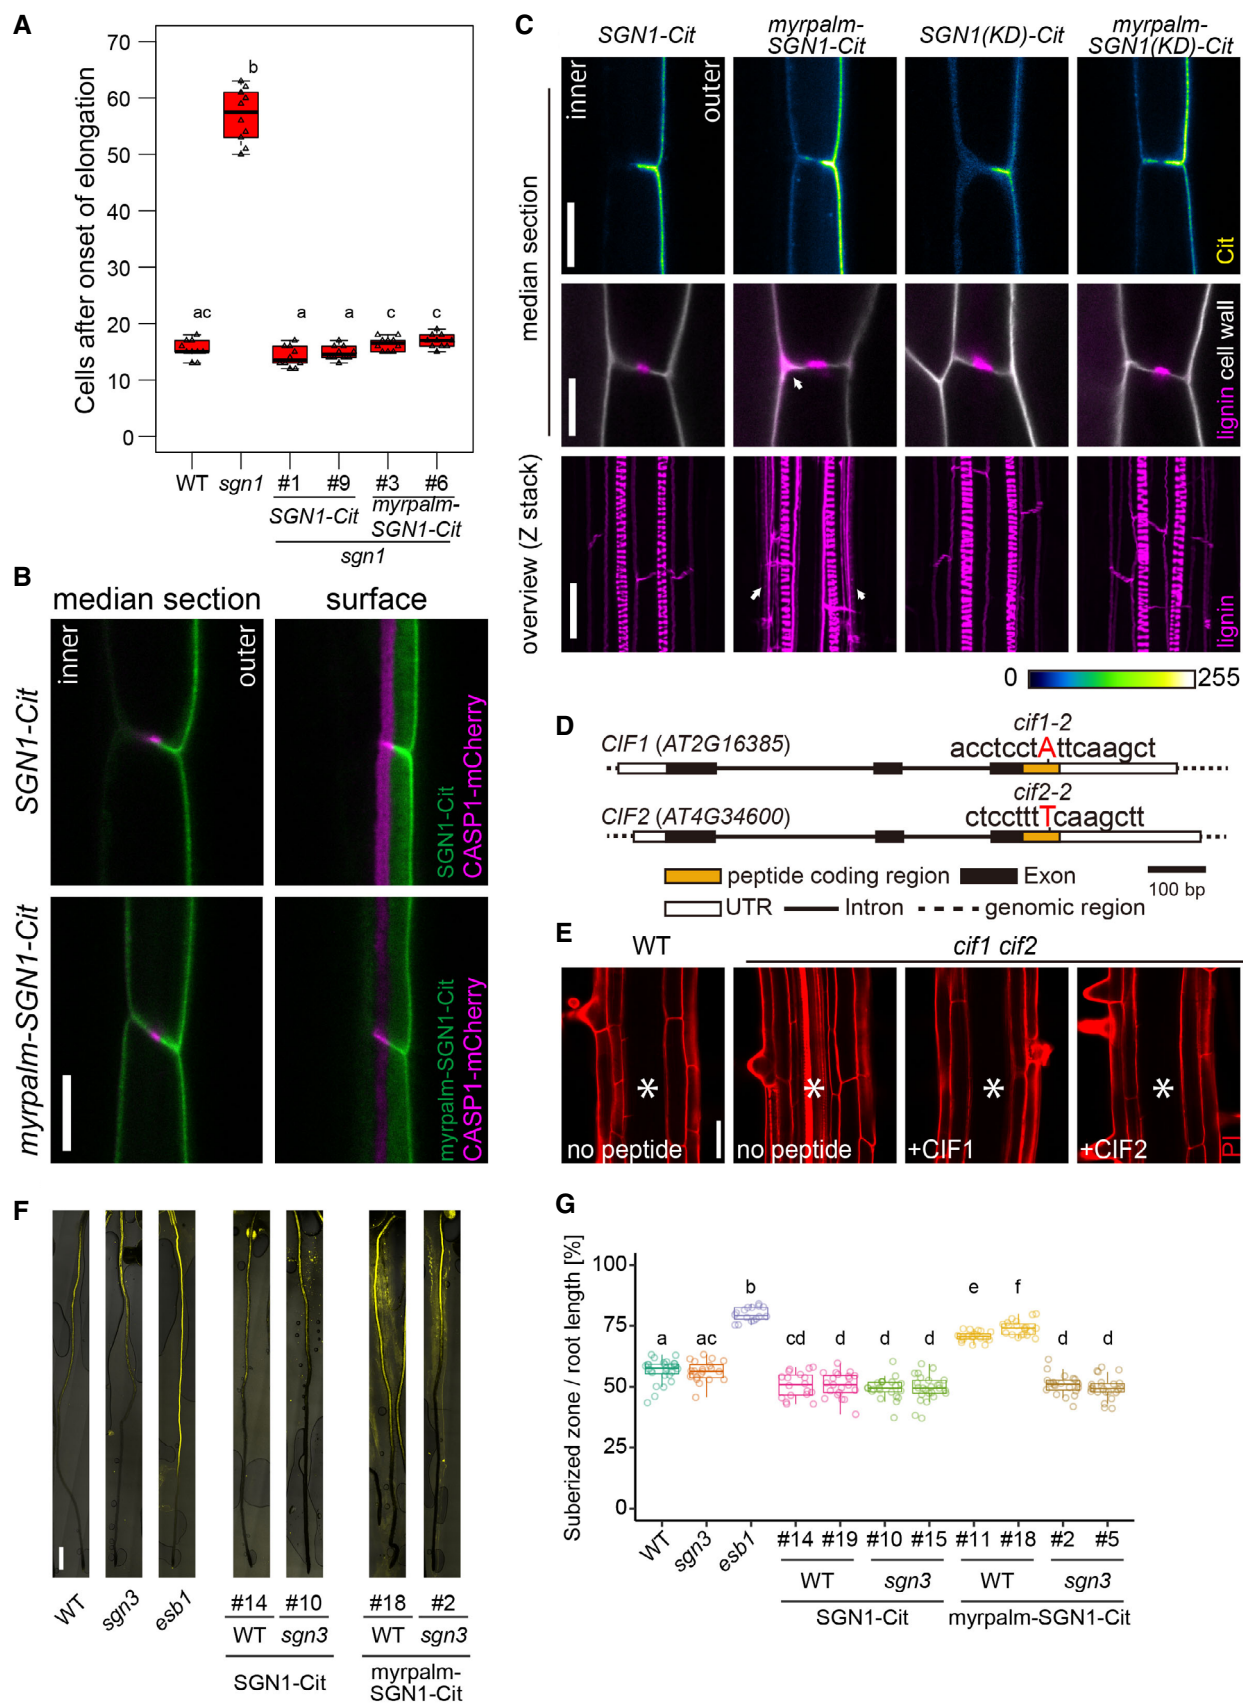

Figure EV1.

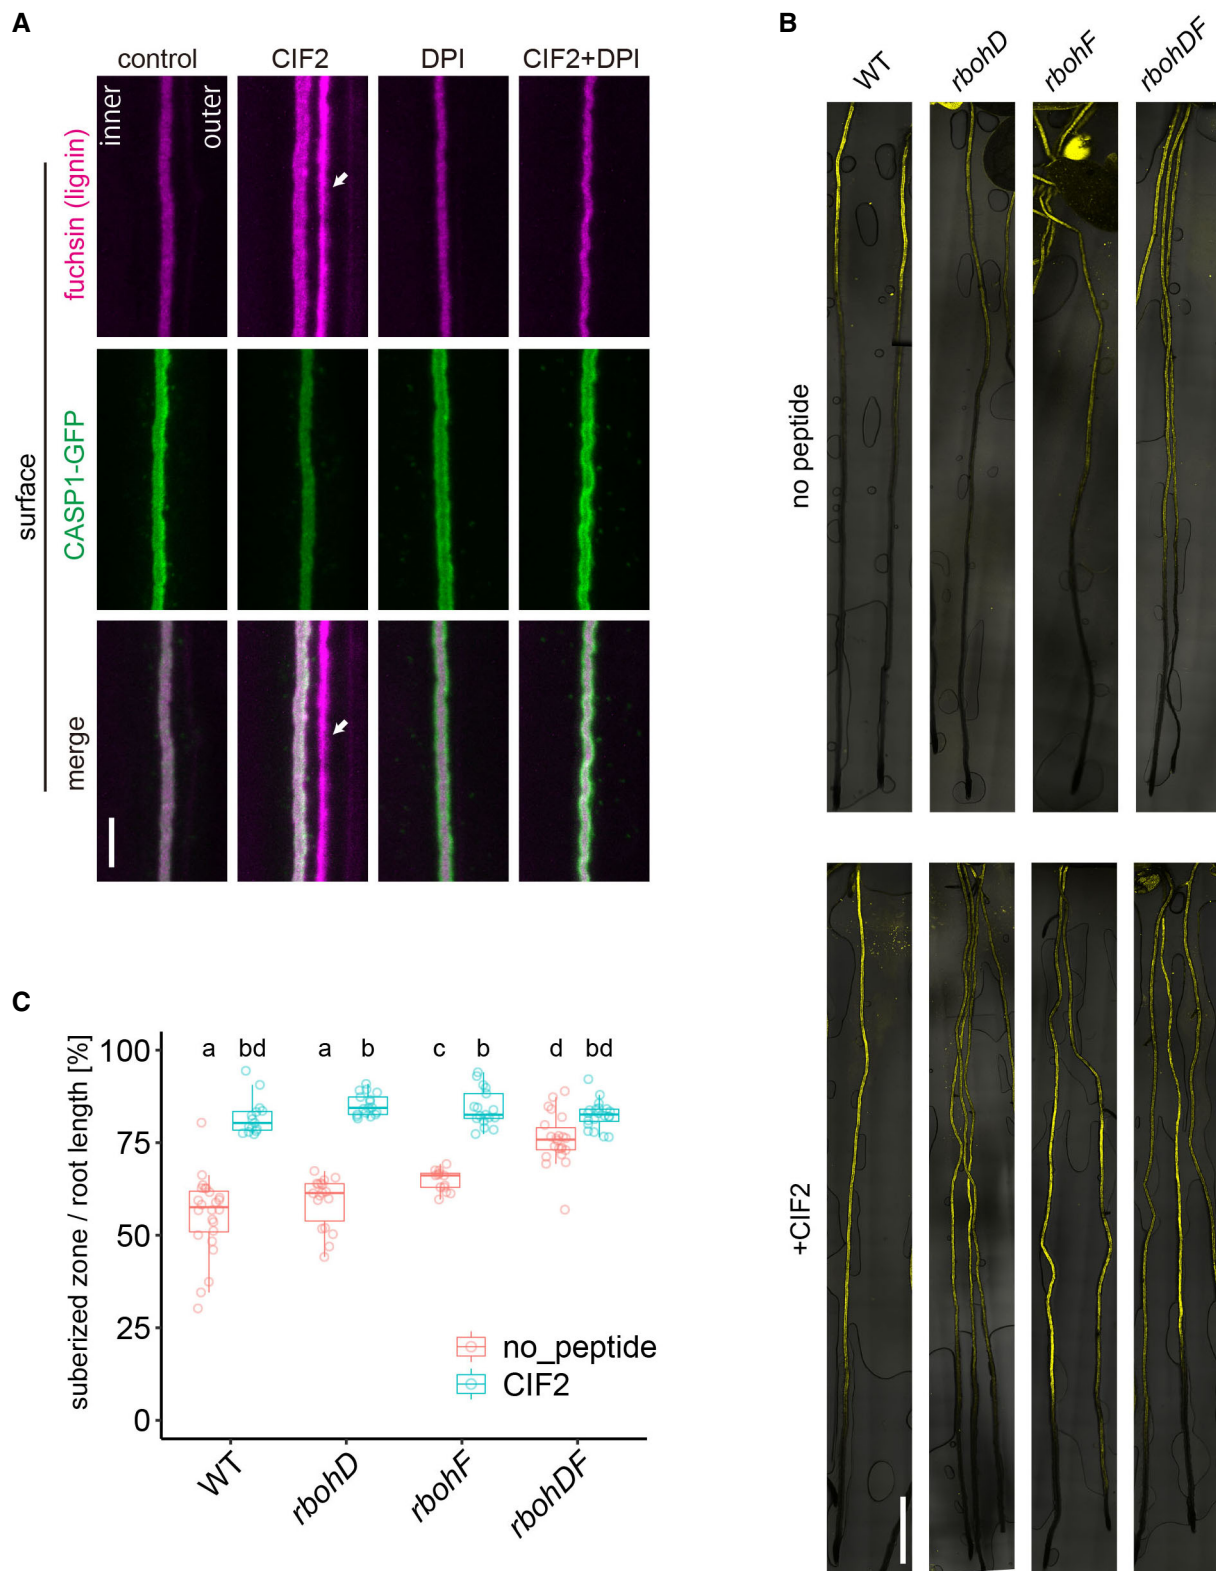

Figure EV2.

**Figure EV2. Both RBOHD and F are required for CIF2-induced excess lignin accumulation.**

- A Co-treatment experiments with the NADPH oxidase inhibitor DPI (diphenyleneiodonium chloride) and CIF2. Pretreatment was done on medium with or without DPI for 30 min, and seedlings were then transferred to each medium (100 nM for CIF2 and 10  $\mu$ M for DPI, respectively). The seedlings were incubated for 2 h in each condition. Arrowheads indicate excess lignification on the cortex-facing side. Representative pictures are shown from two independent experiments (2 spots from 5 roots in each condition for one experiment) with similar results. Scale bar = 5  $\mu$ m.
- B Whole root views of suberin deposition patterns in the *rbohD* and *rbohF* mutants with or without CIF2 treatment. Five-day-old seedlings were treated for 24 h with or without CIF2 and stained. Scale bar = 1 mm.
- C Quantification of the ratio of suberized zones to root lengths in each mutant from (B) ( $n = 13$ –24 roots). In the box plot, boxes are showing ranges from the first to third quartiles, and the bold central lines display median. Upper and lower whiskers extend to the maximum or minimum values no further than 1.5 times IQR. Different letters indicate statistical significance (one-way ANOVA, Tukey's test).

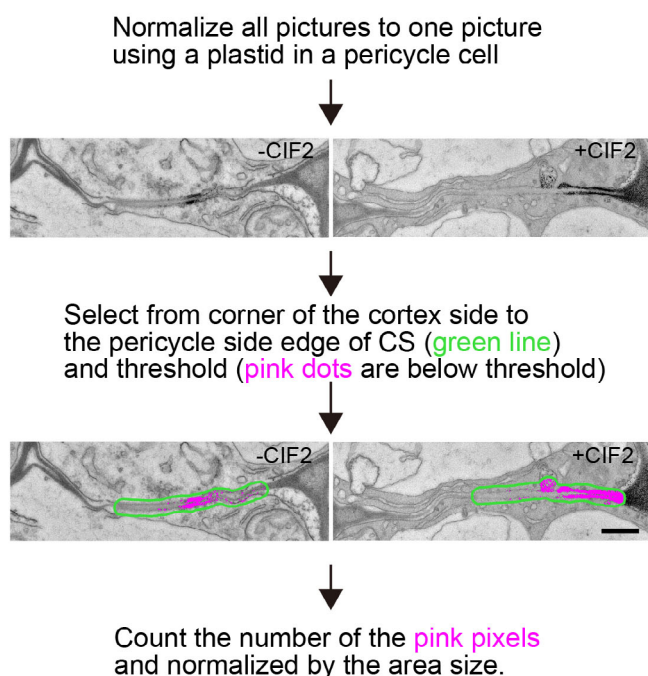**Figure EV3. ROS production is enhanced by SGN3/CIFs and requires RBOHD and F.**

A schematic illustrating the protocol for pixel area quantification of ROS as measured by the cerium chloride method. Pictures were normalized to a picture of non-treated WT. Following the normalization, the area was chosen manually from the cortex side corner to the end of the CS at the pericycle side. Pixels below the threshold were marked as pink dots and counted. For more details, see the materials methods part. Note that the picture of WT (+CIF2) was reused from Fig 4D. Scale bar = 1000 nm.

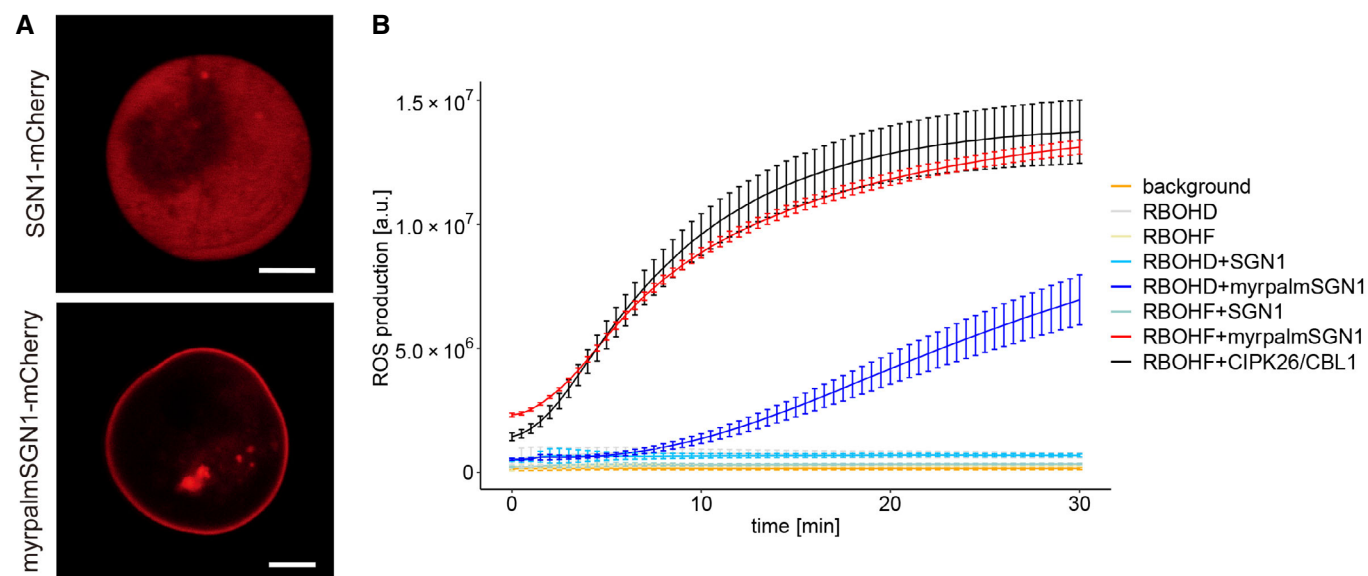

**Figure EV4. SGN1 directly activates NADPH oxidases in a cellular context.**

- A** Localization patterns of SGN1-mCherry of myrpalm-SGN1 in HEK293T cells. Myrpalm-SGN1 is efficiently recruited to the plasma membrane, while wild-type SGN-mCherry fusions remain in the cytoplasm. Scale bar = 5  $\mu$ m.
- B** Independent HEK cell ROS production assay. The phosphatase inhibitor CalyculinA was added directly before the start of the measurements. Each data point represents the mean of six wells analyzed in parallel. Bars indicate SD.

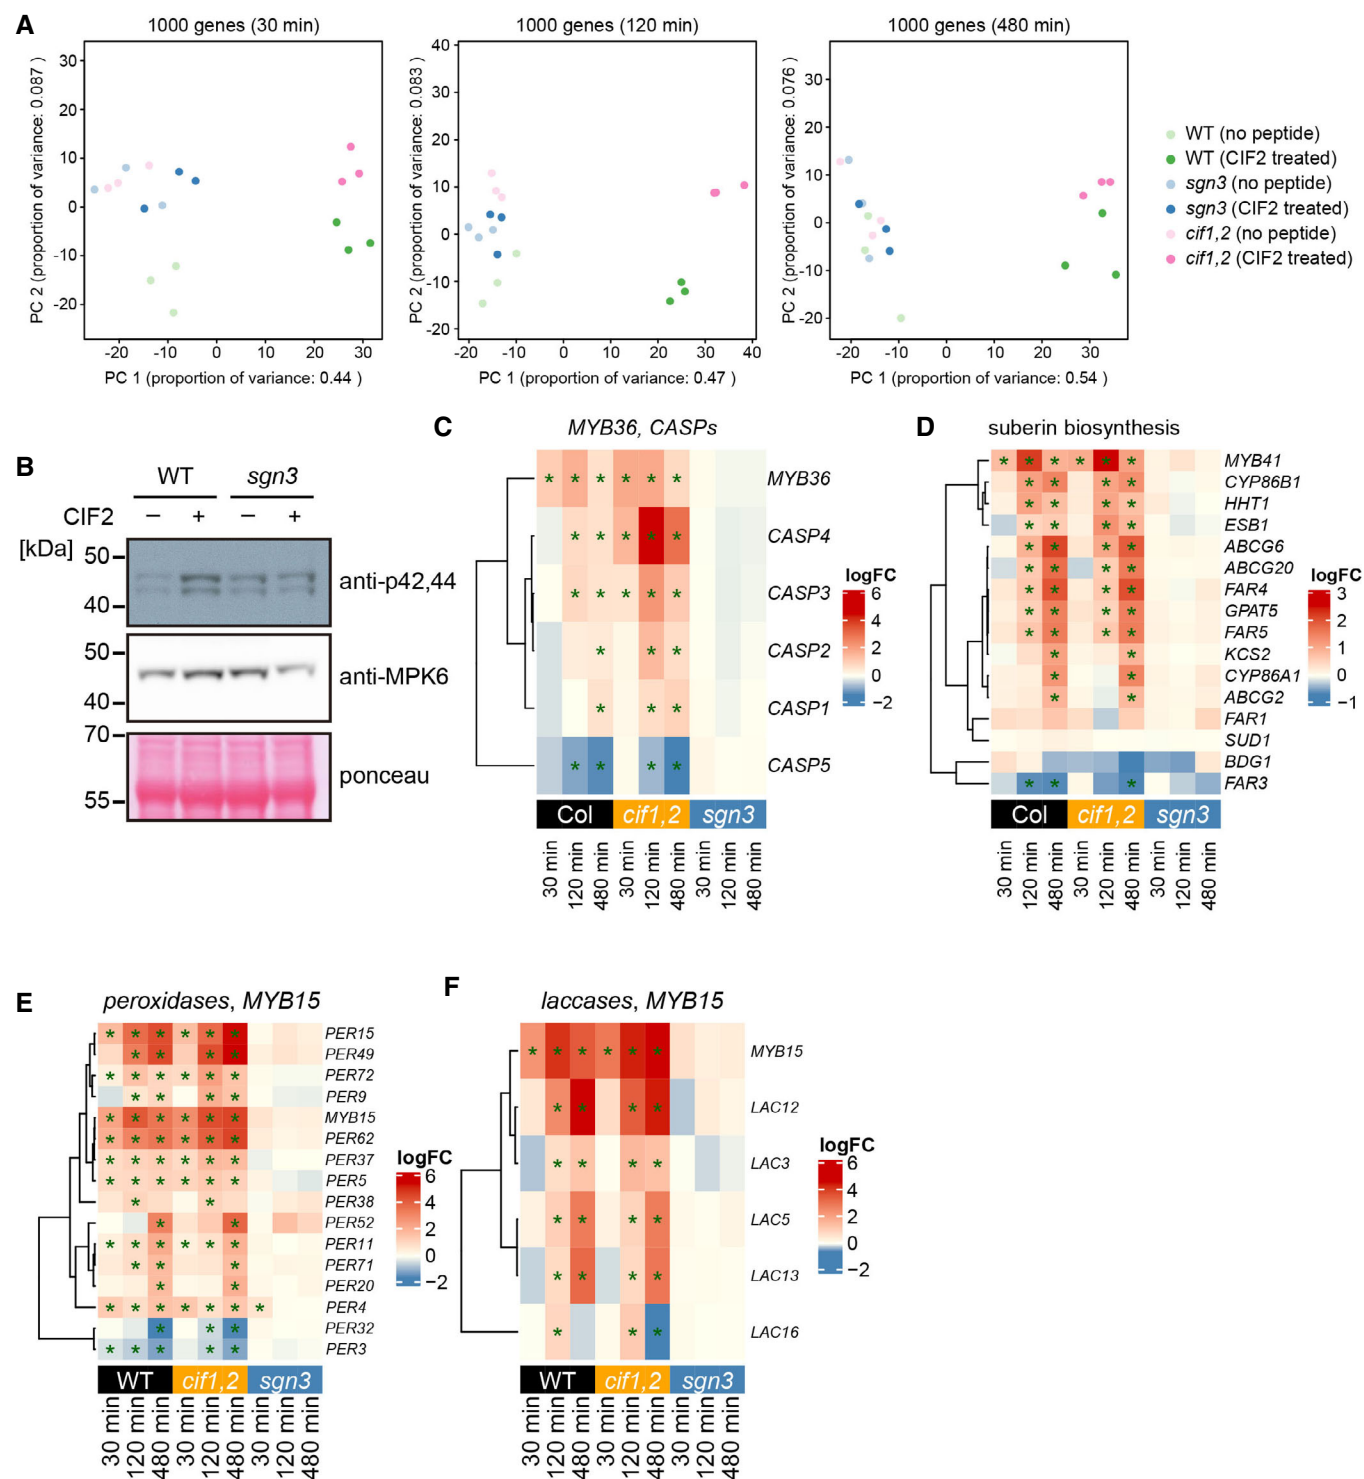

Figure EV5.

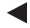

**Figure EV5. CIF2 induces large-scale transcriptional changes to remodel cell walls.**

- A PCA of the most differentially expressed genes. The 1,000 most differentially expressed genes are clustered by condition at each time point for all replicates.
- B Immunoblot with phospho-specific antibody against p42,44. Seedlings were treated with or without 1  $\mu$ M CIF2 peptide for 15 min. Ponceau S-stained membranes and IB with anti-MPK6 antibody were shown as loading controls. This experiment was repeated three times with independent biological samples with the same result.
- C Heatmaps of *MYB36* and *CASPs* expression fold changes with or without peptide treatment at the indicated time points. Asterisks indicate significant differentially regulated transcripts ( $P \leq 0.05$ ) at each condition.
- D Heatmaps of *MYB41* and suberin biosynthesis-related gene expression fold changes with or without the peptide treatment at the indicated time points. Asterisks indicate significant differentially regulated transcripts ( $P \leq 0.05$ ) at each condition.
- E Heatmaps of *MYB15* and *PEROXIDASES* expression fold changes with or without peptide treatment at the indicated time points. Asterisks indicate significant differentially regulated transcripts ( $P \leq 0.05$ ) at each condition.
- F Heatmaps of *MYB15* and *LACCASES* expression fold changes with or without the peptide treatment at the indicated time points. Asterisks indicate significant differentially regulated transcripts ( $P \leq 0.05$ ) at each condition.

How the deposited data were processed for this re-analysis (not part of the article)

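Root RNA of Arabidopsis seedlings was sequenced in 54 libraries, which cover wild type, *cif1 cif2* and *sgn3*, with 100 nM CIF2 or without peptide, after 30, 120 and 480 min, with 3 libraries in each of the 18 groups. The batch number in the titles of the libraries was taken as the batch factor of the paper's methods, and each batch holds 1 library of every group. The 3 *cif1 cif2* libraries titled as treated with CIF2 for 480 min have treatment labels that say no peptide. They were taken as treated, and a fit without them was also made.

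The authors cleaned the reads with Cutadapt 1.8, fastq_screen 0.11.1 and reaper 15-065, aligned them to the TAIR10 genome with STAR 2.5.3a and made the deposited counts per gene with htseq-count 0.9.1 and the Ensembl 39 annotation. The deposited values are whole-number counts for 34262 genes, with 5 more lines per library for reads that were not assigned, which were not used. Reads were not aligned or counted again here. The authors' further steps were R 3.4.3, edgeR 3.20.8 and the limma-trend approach with the batch in the model. The paper's text does not name the strand option of the counting. *MRD1* overlaps an annotated gene on the other strand and AT1G47130 is annotated in part only, so their counts are uncertain, as are those of *IGMT2* and *IGMT4*, which are paralogs.

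Between 21328819 and 38588050 reads per library were counted on genes, with a median of 28866174. A gene near 1 CPM (counts scaled to library size) rests on few counts at this depth, so its fold changes are imprecise. Where every library of a group had at most 3 counts for a gene, the fold was computed against 3 counts and is given as a lower bound.

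The counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes with at least 1 CPM in at least 1 library were kept, which left 19668 genes, and library sizes were scaled with TMM factors. A quasi-likelihood model with the 18 groups and the batch as a block was fitted to all 54 libraries. The tests covered 27 comparisons, namely CIF2 against no peptide in each genotype and at each time point, the difference of that effect between each mutant and wild type, each mutant against wild type without peptide, *cif1 cif2* against wild type with CIF2, and 480 against 30 min without peptide. *P*-values were adjusted by the Benjamini–Hochberg method within each comparison. The cut-off was an adjusted *P*-value of at most 0.05 and a log2 fold change of at least 1 in size. For differences between genotypes in the CIF2 effect, only the adjusted *P*-value was used. Libraries of the same batch number were more alike than others, and the comparisons were also fitted without the block.

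Log2 CPM values for the principal components and the batch-wise differences used a prior count of 2. The principal components used the 1000 genes with the smallest *P*-values in a joint test of the CIF2 effects of a time point, after limma's removal of the batch effect. Correlations, amplitudes and cluster means were computed over the 930 genes of Table EV1, with the clusters given there. The k-means clustering used 4 groups and 50 random starts. Lists of genes were tested with limma's camera method (limma 3.58.1), with the correlation between genes estimated from the data.

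The genes named one by one were chosen by a rule set before the data were examined. It takes the genes that the paper names in its text or in Fig EV5C to F, and the mutated genes. For wild type and *cif1 cif2* at each time point, it takes the 3 called genes with the largest and the 3 with the smallest log2 fold change among those changed the same way in all 3 batches. It takes every gene called in *sgn3* where there are 5 or fewer. For the other comparisons it takes the 3 called genes with the smallest *P*-values. It also takes the WRKY, aquaporin, SWEET, nitrogen transporter and photosystem genes of the clusters. Which of the values of these genes to print was decided after they had been computed. Genes that the paper names only at experiments without sequencing are not given one by one, and 1 gene is not reported here. The comparison of AT4G34600 in pairs of libraries was added after its values had been seen.

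The alternatives tried were limma-trend, DESeq2 1.42.0, DESeq2's size factors in the edgeR model, no low-count filter (27659 genes), 1 CPM required in 3 libraries (19403 genes), no batch block, only the libraries of the comparison, adjustment over the 3 genotypes together, no fold change threshold, an adjusted *P*-value of 0.01, each batch left out in turn, and the libraries with conflicting labels left out. For the principal components, 500 genes, all genes tested, scaled genes and no batch removal were tried.

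The model was tested on simulated counts with 200 changed genes among 19357. It recovered 100% of them with 0 false calls, and it made 0 calls in 8 comparisons without a change. Of simulated differences between genotypes it recovered 99.5%, with 11 false calls. All simulated changes were larger than the fold change cut-off, in genes with a mean of at least 1 CPM. The counts were drawn from the same kind of model as was fitted, with the same batch effect in every group. The simulation therefore does not show how the model performs on smaller changes, on genes with fewer counts or with other batch effects.

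The protospacer was searched in the TAIR10.1 reference on both strands with up to 3 mismatches. Gene symbols come from the reference annotation, in which 32548 of the 34262 gene identifiers were found. The GO enrichments of the paper were not recomputed here, and the qPCR, Western blot and microscopy experiments were not analysed here.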

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

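The tests of the 57 genes at 120 min against untreated level and library size, and the tests of *CASP4*, AT3G44670 and AT2G06995, were chosen only after the results were seen; the time-of-day and split tests were set before the data were examined.

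The effect of CIF2 differed between genotypes by a test of the difference itself. Between *cif1 cif2* and wild type, 3 genes passed an adjusted *P*-value of 0.05 at 30 min, 57 at 120 min and 1 at 480 min, and 1132, 1082 and 576 genes had an unadjusted *P*-value under 0.05, where 983 are expected by chance. The genes at 30 min were *CASP4*, AT4G05170 and *FH8*, with differences of 1.65, 1.12 and 0.71 in log2 fold change, and the gene at 480 min was *CASP4*, with 2.31. At 120 min the smallest *P*-values were those of *CASP4* (3.62), *BHLH103* (1.91) and *FH8* (1.01), and the effect was larger in *cif1 cif2* for all 57 genes. Between *sgn3* and wild type, 371 genes passed at 30 min, 629 at 120 min and 889 at 480 min, most of them with a smaller value in *sgn3* (292, 465 and 703). The genes with the smallest *P*-values were *AtNUDT7*, *PHO1;H3* and AT5G35735 at 30 min, AT1G47130, *FH8* and *PUB21* at 120 min, and *GLIP2*, *LAC13* and AT5G20860 at 480 min.

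A lower level without peptide in *cif1 cif2* is a candidate explanation for the 57 genes at 120 min, since roots that lack the peptides could have more room to respond. With CIF2, 56 of the 57 genes were higher in *cif1 cif2* than in wild type in all 3 batches, with a median difference of 0.55 in log2 CPM. Without peptide, 35 of them were lower in *cif1 cif2* in all 3 batches, with a median difference of −0.43. By edgeR's test at an adjusted *P*-value of at most 0.05, 46 of the 57 were higher in *cif1 cif2* with CIF2. Without peptide, 18 were lower by the same test. A lower untreated level alone would leave the treated values alike. The treated values therefore argue against it as the only cause for the 46 genes. The genes were picked for a larger difference between these same libraries, so higher treated and lower untreated values follow in part from the choice. A contribution of the untreated level is not excluded. After every library was thinned to the smallest total, 46 of the 57 genes passed again, so unequal library size does not account for most of them. Only 7 passed again when the model held only the libraries compared, and 42 of the 57 are in cluster 3. A stronger response of the peptide mutant at 120 min remains a hypothesis, found and tested on the same data.

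Without peptide, *cif1 cif2* differed from wild type in 18 genes at 30 min, 16 at 120 min and 11 at 480 min, and *sgn3* in 10, 10 and 11 genes. The paper's methods name a test of untreated mutants against wild type at each time point. *CASP4* was lower in both mutants, by log2 fold changes of −2.91, −3.06 and −2.14 in *cif1 cif2* and −1.87, −2.19 and −1.53 in *sgn3* at 30, 120 and 480 min. AT3G44670 was higher, by 2.90, 3.06 and 3.01 in *cif1 cif2* and 2.80, 3.08 and 3.04 in *sgn3*. AT2G06995, annotated as a long noncoding RNA, had at most 2 counts in each untreated library of either mutant, and was at least 10.8-fold, 10.2-fold and 8.96-fold lower in *cif1 cif2* and at least 10.7-fold, 9.55-fold and 9.99-fold lower in *sgn3*. *SGN3* itself was lower in *sgn3* by −1.77, −2.64 and −1.95. *MRD1* was lower in *sgn3* by −7.67, −7.00 and −7.08, and it overlaps an annotated antisense transcript. AT1G75945, which was picked out after its values were seen, was at least 28.3-fold, 33.9-fold and 29.8-fold higher in *sgn3*.

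The mutants shared 5 of these genes at 30 min, 4 at 120 min and 4 at 480 min, and 3 genes at all 3 time points, namely *CASP4*, AT3G44670 and AT2G06995. If the loss of the peptide response caused the shared changes, CIF2 would be expected to change the genes the opposite way. This held for 1 of the 3 genes, *CASP4*, and not for AT3G44670 or AT2G06995. The loss of a response seen within 480 min therefore does not account for all 3. A slower effect of the lost response could not show in this time and is not excluded for AT3G44670 or AT2G06995. With so few counts in the mutants, a small rise of AT2G06995 could not have been seen either. The total counts of wild type and both mutants overlapped at 2 of the 3 time points, while *CASP4* was at 35.8 to 64.6 CPM in the 9 untreated wild-type libraries and at 5.01 to 17.8 CPM in the 18 untreated mutant libraries, so unequal library size does not account for its difference. A dependence of *CASP4* on CIF signaling without added peptide may be proposed as a hypothesis. For AT3G44670 and AT2G06995, a difference in genetic background between wild type and the mutants was not tested.

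With CIF2, *cif1 cif2* differed from wild type in 13 genes at 30 min, 28 at 120 min and 4 at 480 min, a comparison that the paper's methods do not name. AT3G44670 was higher at all 3 time points, by 2.93, 2.94 and 3.14. AT2G06995 was at least 9.72-fold, 6.95-fold and 6.85-fold lower. The other genes with the smallest *P*-values were AT3G08947 at 30 min (1.07), AT1G61255 at 120 min (1.07) and AT3G12900 at 480 min (−3.27). No further explanation was tested for these genes.

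Without peptide, 1399 genes differed between 480 and 30 min in wild type, 1067 in *cif1 cif2* and 1137 in *sgn3*, of which 849 were shared. The paper's methods name a test of the time effect without peptide in which *sgn3* was left out. Of the 451 genes that CIF2 changed in wild type at 480 min, 145 are among the 1399. The smallest *P*-values included those of *NPR3* (−3.01, −2.66 and −2.71 in wild type, *cif1 cif2* and *sgn3*) and AT1G11960 (−3.08, −2.97 and −2.88), and also AT5G62570 in wild type (−2.45), AT1G78230 in *cif1 cif2* (−4.13) and *SRC2* in *sgn3* (−3.22). Time of day may contribute, since the roots of the last time point were collected later. Of 10 clock genes listed beforehand, 5 were called in wild type, where 7.11% of all genes tested were called. They were *CCA1* (−2.52), *LHY* (−1.94), *PRR9* (−2.16), *PRR7* (−2.14) and *ELF4* (1.83), and 8 of the 10 passed on the adjusted *P*-value alone. The threshold set beforehand was 6 genes, which was missed by 1 and would have ruled the explanation out. After the values were seen, the more cautious reading was chosen, that the difference cannot be told apart from time of day, nor from the transfer to new medium.

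Other splits of the same libraries were compared with the real one by swapping the arms within batches, which keeps each batch balanced. With 3 batches there are 4 such splits, so the share can never go under 0.25, and for a single comparison this count alone cannot rule chance out. For 25 of the 27 comparisons, 1 of the 4 splits, the real one, gave as many genes, and the other 3 gave 0. The exceptions are *sgn3* at 120 and at 480 min, where all 4 of 4 splits gave 0 genes, with 578 and 1017 genes at an unadjusted *P*-value under 0.05. For the union over the 9 comparisons of treated with untreated roots, 1 of 25 splits, the real one with 967 genes, reached that number, and the largest of the others gave 779. For these splits the arms were swapped at random in each genotype, time point and batch. A comparison could then keep its real arms, or have them swapped in all 3 batches. The 779 genes can therefore hold real CIF2 responses, and the union count does not measure what chance alone gives.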

How the results depend on the processing

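All alternatives were set before the data were examined, and no test in this part was chosen after a result was seen. Of the 39 results that are counts, correlations, shares or tests, 35 changed under at least 1 alternative. Of the 36 cluster means, 27 kept their value within the spread between batches, and of the 276 gene values, 188 kept their direction and their side of the threshold under every alternative that was fitted for them, since some alternatives do not apply to every comparison. Over all alternatives, gene values were the same 3561 times, past the threshold instead of short of it 42 times, short of it instead of past it 100 times and of the opposite sign 22 times. The cause was not tested for any change below.

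The numbers of genes changed by CIF2 in wild type and *cif1 cif2*, and their union, stayed within 1.5 times the values above under all alternatives but the removal of the fold change threshold. Without it, wild type had 1531, 2080 and 1989 genes at 30, 120 and 480 min, *cif1 cif2* had 2283, 2688 and 2139, and the union had 5878. Also without it, untreated *cif1 cif2* differed from wild type in 134, 145 and 36 genes, untreated *sgn3* in 45, 17 and 18, and treated *cif1 cif2* in 27, 364 and 8. The difference between 480 and 30 min without peptide then covered 8754 genes in wild type, 5890 in *cif1 cif2* and 6480 in *sgn3*.

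The count of 5 genes in *sgn3* at 30 min was 3 with limma-trend, 8 with no low-count filter, 1 with no replicate block, 11 with only the samples compared, 13 when adjusted over 3 genotypes and 2 at an adjusted *P*-value of 0.01. It was 0 to 2 with each replicate left out in turn. At 120 and 480 min it was 1 and 3 with only the samples compared, and 1 and 2 when adjusted over 3 genotypes.

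The number of genes whose CIF2 effect differed between *cif1 cif2* and wild type was 1 at 30 min and 7 at 120 min with only the samples compared, and 5 at 30 min and 2 at 480 min with DESeq2. It was 0 to 29 at 30 min, 25 to 32 at 120 min and 1 to 3 at 480 min with each replicate left out in turn. For *sgn3* and wild type, it was 192 at 30 min and 367 at 120 min with no replicate block, and 216, 350 and 585 at an adjusted *P*-value of 0.01. With each replicate left out in turn it was 114 to 316, 254 to 379 and 505 to 680.

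Without peptide, *cif1 cif2* differed from wild type in 9 genes at 30 min and 6 at 120 min with no replicate block, in 4 at 120 min with DESeq2, and in 6, 8 and 7 at an adjusted *P*-value of 0.01. With each replicate left out in turn, the number was 6 to 18, 7 to 27 and 4 to 5. For *sgn3* it was 19 at 30 min and 4 at 480 min with only the samples compared. With CIF2, *cif1 cif2* differed from wild type in 7, 10 and 2 genes with no replicate block, in 14 at 120 min and 2 at 480 min with DESeq2, in 11 at 120 min and 2 at 480 min at an adjusted *P*-value of 0.01, and in 2 at 480 min with only the samples compared. With each replicate left out in turn, the number was 4 to 14, 2 to 14 and 1 to 2.

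The correlation of wild type with *cif1 cif2* was 0.911, 0.899 and 0.947 with limma-trend, and 0.761, 0.753 and 0.844 over all genes tested. Leaving out each replicate in turn gave 0.801 to 0.884 at 30 min, 0.829 to 0.861 at 120 min and 0.886 to 0.907 at 480 min. The share of the first principal component was 83.8%, 85.7% and 88.8% with the batch not removed, 91.8%, 91.4% and 94.3% with 500 genes, 41.2%, 45.4% and 51.8% with all genes tested and 85.3%, 83.3% and 88.2% with genes scaled. Leaving out each replicate in turn gave 87.4% to 89.6%, 88.5% to 89.7% and 91.6% to 92.4%.

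With limma-trend, the mean log2 fold change of cluster 1 in *cif1 cif2* at 30 min was 1.30, and that of cluster 2 was 2.23 in wild type at 120 min, 2.35 in wild type at 480 min, 2.13 in *cif1 cif2* at 30 min and 2.63 in *cif1 cif2* at 480 min. That of cluster 4 in *cif1 cif2* was −0.85 at 120 min and −0.89 at 480 min. With each replicate left out in turn, cluster 1 in *cif1 cif2* at 30 min was 1.327 to 1.335, cluster 2 was 2.41 to 2.55 in wild type at 120 min, 2.60 to 2.71 in wild type at 480 min and −0.073 to 0.087 in *sgn3* at 480 min, cluster 3 in wild type at 30 min was 0.15 to 0.20, and cluster 4 in *cif1 cif2* at 480 min was −0.94 to −0.90. The adjusted Rand index was 0.975 with limma-trend and 0.829 to 0.898 with each replicate left out in turn.

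The gene values of opposite sign given here were small. With each replicate left out in turn, the log2 fold change in wild type was −0.12 to 0.14 for *CASP1* at 120 min, −0.28 to 0.013 for *CASP4* at 30 min, −0.31 to 0.69 for *NPF5.7* at 480 min and −0.061 to 0.33 for *WRKY22* at 120 min. In *cif1 cif2* it was −0.055 to 0.33 for *CASP5* at 30 min and −0.090 to 0.15 for *WRKY22* at 120 min. In *sgn3* it was −0.13 to 0.79 at 120 min and −0.022 to 0.80 at 480 min for *MYB15*, −0.39 to 0.91 for *PER15* and −0.054 to 0.84 for *PER49* at 480 min, −0.30 to 0.12 at 30 min and −0.032 to 0.063 at 120 min for *SGN3*, and −0.0055 to 0.11 at 30 min and −0.16 to 0.020 at 480 min for *MYB36*. *CASP1* in wild type at 120 min was 0.0014 with limma-trend and 0.0045 with only the samples compared. *PER15* in *sgn3* at 480 min was −0.0072 with no replicate block, and *SGN3* in *sgn3* at 120 min was −0.0014 with only the samples compared.

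With the 3 libraries of conflicting labels left out, the comparison of treated with untreated *cif1 cif2* roots at 480 min has no value. Depth limits the genes with few counts, whose folds are lower bounds where a group had at most 3 counts in every library.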

Differences from the paper's values

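The alternatives named here were set before the data were examined, except that fold changes against a group with at most 3 counts in every library were treated as lower bounds only after the values had been compared with the paper's. Of 229 values compared, 10 differ.

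In *sgn3* at 30 min, the paper's Table EV1 lists 14 genes as upregulated, and 5 were called here. The gap closed with only the libraries compared in the model (11 genes) and with the adjustment over the 3 genotypes of a time point together (13 genes), and not with the other alternatives. At 120 min, the paper lists 1 upregulated and 1 downregulated gene, and 0 and 0 were called here, with 578 genes at an unadjusted *P*-value under 0.05. The adjustment over the 3 genotypes gave 1 upregulated gene, and only the libraries compared gave 1 downregulated gene. At 480 min, the paper lists 2 upregulated genes and 0 were called here, with 1017 genes at an unadjusted *P*-value under 0.05. The adjustment over the 3 genotypes gave 2 genes, and only the libraries compared gave 3. Of the genes called with the adjustment over the 3 genotypes, 11 at 30 min, 0 at 120 min and 2 at 480 min are those of the paper. In Table EV1, 118, 107 and 98 adjusted *P*-values are shared between genotypes at 30, 120 and 480 min. In wild type, 0 are shared with other time points. An adjustment over the 3 genotypes of a time point together would give such shared values.

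The paper's correlation of wild type with *cif1 cif2* is 0.90 at 30 min, and the value here is 0.867. At 120 min the paper's value is 0.89 and the value here 0.866, and at 480 min they are 0.94 and 0.924. Only limma-trend reached the paper's values, with 0.911, 0.899 and 0.947. The SD between batches was 0.0329, 0.0233 and 0.0158, and a gap no larger than it was counted as no difference. By that measure, the gap at 30 min was also no difference with DESeq2 (0.870), the genes called here in place of those of Table EV1 (0.877) and without replicate 3 (0.884), and that at 120 min with DESeq2 (0.869). With DESeq2 most of the gap remained at both time points. None of the other alternatives closed these gaps. Limma-trend is the test that the paper's methods name.

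The share of the variance on the first principal component is about 44% at 30 min, about 47% at 120 min and about 54% at 480 min in Fig EV5A, read by eye, and it was 88.3%, 88.8% and 91.6% here. With all genes tested in place of 1000 genes, it was 41.2%, 45.4% and 51.8%, which closed the gap, and none of the other alternatives did. The legend of the figure names the 1,000 most differentially expressed genes.

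For 13 of the log2 fold changes compared, 1 group had at most 3 counts in every library. As lower bounds, 0 of them differ from the paper's folds. The estimates of the count model itself were farther from the paper's values than the replicate SD for 11 of the 13.

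The paper states an increase of *CASP1*, *CASP2* and *CASP4*. At 120 min in wild type, the log2 fold change of *CASP1* was −0.02 here, and at 480 min these 3 genes were higher at an adjusted *P*-value of at most 0.05. Of the 930 genes of Table EV1, 28 were not called here.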

Other observations

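The tests in this part were set before the data were examined, though the *sgn3* values of Table EV1 had been seen when the test of the early genes was chosen, and for the amplitude at 30 min the reading was changed after the values were seen.

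At 30 min, the genes that Table EV1 lists as upregulated in wild type were also slightly higher with CIF2 in *sgn3*. The explanations tested were variable genes, a few genes that carry the list, a single batch and unequal library size. Of 10000 random lists matched on mean expression and on the spread among untreated libraries, 0 variable gene lists reached the mean of 0.35 on this scale, and the largest was 0.09. The genes of the list vary together (inter-gene correlation 0.149) and the random lists were not matched on this, so this test does not rule out noise shared by the genes of the list. Without the 13 genes that Table EV1 calls in *sgn3*, the remaining 204 genes had a mean log2 fold change of 0.31, and the *P*-value from limma's camera test was 0.0016. The lowest of the 3 batch means was 0.189. The treated libraries of *sgn3* had 0.933 times the mean total count of the untreated ones, and the totals of both arms overlapped. The camera test allows for the correlation between genes. A few genes, a single batch and library size do not account for the pattern, while shared noise among 3 batches remains possible. A weak response at 30 min that does not need the full level of *SGN3* may be proposed as a hypothesis. Whether *SGN3* RNA that remained in *sgn3*, another receptor or the handling of the treated roots caused it was not tested. With each batch left out in turn, the camera *P*-value ranged from 0.00178 to 0.0184. At 120 and 480 min the list did not pass.

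The larger amplitude in *cif1 cif2* was set against a lower level without peptide, over the genes that Table EV1 lists as upregulated at the same time point. At 30 min, the 355 genes were lower in untreated *cif1 cif2* than in untreated wild type by −0.236 in mean log2 CPM, in 3 of 3 batches, and higher with CIF2 by 0.0589, in 3 of 3 batches. By the rule set beforehand, the treated libraries being above wild type in every batch would have ruled a lower untreated level out. Since the untreated difference is the larger of the pair, the more cautious reading was chosen after the values were seen, that the amplitude at 30 min cannot be told apart from a lower untreated level. At 120 min, the untreated difference over 362 genes was −0.0525, with 2 of 3 batches below, and the treated one 0.376, with 3 of 3 above. These values argue against a lower untreated level as the only cause. The list includes genes that Table EV1 calls in *cif1 cif2* and not in wild type. Such genes were picked in part for high treated values in the same libraries, so the treated difference follows in part from the choice. At 480 min, the untreated difference over 460 genes was −0.069, with 1 of 3 batches below, and the treated one 0.0745, with 2 of 3 above, and the amplitude ratio itself was above 1 in only 1 of 3 batches.

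The photosystem genes of cluster 4 were lower with CIF2 at 480 min, by −1.10 ± 0.0648 in wild type (SD, n = 3 batches) and −0.71 ± 0.138 in *cif1 cif2*. Green tissue carried over unequally between treated and untreated samples is a possible explanation, because the aerial parts were removed by hand. If carry-over differed between the arms in the same way in every genotype, *sgn3* would show it too, and its mean was 0.00524. The test says nothing about carry-over that depends on the genotype.

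The 3 *cif1 cif2* libraries at 480 min with conflicting labels were tested for being untreated libraries titled as treated. Over 368 genes that Table EV1 lists as upregulated in wild type at 480 min, they were above the libraries titled as untreated by 1.63, 1.94 and 1.73 in mean log2 CPM in the 3 batches. The titles, and not the treatment labels, are therefore in line with their expression.

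A bias by gene length was tested on the CIF2 effects in wild type at 480 min. The Spearman correlation across 19658 genes between log2 fold change and gene length was 0.0648, below the 0.2 in size set beforehand.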
